# Transcriptomic responses in mouse brain exposed to chronic excess of the neurotransmitter glutamate

**DOI:** 10.1186/1471-2164-11-360

**Published:** 2010-06-07

**Authors:** Xinkun Wang, Xiaodong Bao, Ranu Pal, Abdulbaki Agbas, Elias K Michaelis

## Abstract

**Background:**

Increases during aging in extracellular levels of glutamate (Glu), the major excitatory neurotransmitter in the brain, may be linked to chronic neurodegenerative diseases. Little is known about the molecular responses of neurons to chronic, moderate increases in Glu levels. Genome-wide gene expression in brain hippocampus was examined in a unique transgenic (Tg) mouse model that exhibits moderate Glu hyperactivity throughout the lifespan, the neuronal *Glutamate dehydrogenase *(*Glud1*) mouse, and littermate 9 month-old wild type mice.

**Results:**

Integrated bioinformatic analyses on transcriptomic data were used to identify bio-functions, pathways and gene networks underlying neuronal responses to increased Glu synaptic release. Bio-functions and pathways up-regulated in Tg mice were those associated with oxidative stress, cell injury, inflammation, nervous system development, neuronal growth, and synaptic transmission. Increased gene expression in these functions and pathways indicated apparent compensatory responses offering protection against stress, promoting growth of neuronal processes (neurites) and re-establishment of synapses. The transcription of a key gene in the neurite growth network, the kinase *Ptk2b*, was significantly up-regulated in Tg mice as was the activated (phosphorylated) form of the protein. In addition to genes related to neurite growth and synaptic development, those associated with neuronal vesicle trafficking in the Huntington's disease signalling pathway, were also up-regulated.

**Conclusions:**

This is the first study attempting to define neuronal gene expression patterns in response to chronic, endogenous Glu hyperactivity at brain synapses. The patterns observed were characterized by a combination of responses to stress and stimulation of nerve growth, intracellular transport and recovery.

## Background

Glutamate (Glu) is the major excitatory neurotransmitter in the mammalian brain. Glu is released from nerve cell processes following electrical excitation, interacts with surface receptors in the synaptic region of another nerve cell, and initiates the influx of sodium and calcium ions across the membrane of the post-synaptic neuron. Such ion fluxes produce a change in the electrical properties of the post-synaptic nerve cell (sodium flux), as well as changes in intracellular signalling cascades that lead to altered gene expression (calcium entry) [1]. Thus, in addition to the rapid form of neuron-to-neuron communication through the actions of Glu as a transmitter, Glu also acts as a signalling molecule with long-lasting effects on neuronal structure and function. Glu neurotransmission is an important component of the modification of synaptic activity that is associated with the acquisition and storage of new information, i.e., learning and memory formation [2-4], and of the normal development of the nervous system [1,5,6].

Despite the multiple beneficial actions of Glu in the central nervous system (CNS) of mammals, it is also true that excessive excitation of neurons by Glu can lead to nerve cell damage and neurological dysfunction [7]. The consequences of hyper-excitation by Glu are swelling of the neuronal cell body and dendrites, destruction of organelles, and, ultimately, cell death [8]. It was proposed that pathological states in the CNS may result from either acute or chronic excessive release of Glu and over-activation of its post-synaptic receptors [9-13]. This suggestion is based, primarily, on the toxicity that follows acute exposure of nerve cells to excessive excitation by Glu. But, as we pointed out previously [14], acute treatments with Glu may not fully replicate the effects of chronic, localized, moderate excess release of Glu at synapses occurring throughout the lifespan of an organism.

To probe the effects of excess extracellular Glu concentrations in the brains of living organisms, three animal models were developed previously. The first two animal models are the null mutant mice for Glu transporters *Slc1a2 *(*Eaat2 *or *Glt-1*) and *Slc1a3 *(*Eaat1 *or *Glast*), and the third is a knockout for the tuberous sclerosis complex-1 gene (*Tsc1*) [15-18]. Both the *Slc1a2 *and *Tsc1 *null mutants have loss of function of Glu transporters and accumulate a large excess of Glu in the extracellular medium (1.5 to 32-fold normal levels) [16-18]. Since the Glu transporters are indispensable for normal brain development and function, knocking out two transporter genes in a mouse leads to excessive brain damage and embryonic lethality [15]. Knocking out either a single transporter gene, or the *Tsc1 *gene which affects the expression and function of Glu transporters, leads to dramatic reductions in the life span of the mutant mice (lifespan of 3-4 months) [16-18]. Based on these observations, it is clear that none of these mutant mice would be a good model for probing the effects of moderate, transient increases in extracellular Glu on neurons throughout the lifespan of an organism.

Recently, we have developed a transgenic (Tg) mouse model of chronic, moderate excess release of Glu in CNS synapses [14]. Using this model, we have shown that such release can decrease the number of synapses on nerve cell processes and suppress the electrical activation of such synapses in a physiological model of memory formation [14]. To achieve excess Glu formation in neurons and increased release from synaptic terminals in these animals, the gene for the enzyme glutamate dehydrogenase 1 (*Glud1*) was introduced under the control of the promoter for neuron-specific enolase (*Nse*), thus its over-expression occurs only in neurons [14]. Despite the increases in depolarization induced Glu release from nerve terminals, neuronal and synaptic losses were observed only in select populations of nerve cells. As similar changes in synaptic function and losses of select Glu-responsive neurons occur during normal brain aging and in neurodegenerative diseases, such as Alzheimer's disease [19-21], this line of Tg mice appeared to be a good model to study the transcriptomic effects of chronic Glu hyperactivity at synapses in order to begin to define the possible associated cell and molecular compensatory mechanisms to continuous, life-long, hyperactivity by the Glu-releasing neurons.

The neurons of the *Glud1 *Tg mice would be expected to make numerous transcriptomic changes in order to either adapt, compensate, or correct the disequilibrium of excess synaptic Glu stimulation during the lifetime of these animals. In addition to the increases in Glu release, the *Glud1 *mice may also be exposed to altered intracellular metabolic states as a result of the over-expression of the mitochondrial enzyme GLUD1. The genes whose expression would be significantly altered in *Glud1 *mice compared with age-matched wild type (wt) animals, and the molecular pathways and cellular functions that they represent, may help unravel the most substantial neuronal responses to the over-expression of *Glud1 *and the exposure of cells to excess Glu stimulation. In the present study, we present a detailed analysis of genome-wide expression differences between nine month-old *Glud1 *and wt mice. This analysis revealed mechanistic insights into the types of molecular functions, neurobiological pathways and gene-gene interactions that might influence the responses of CNS neurons to increased *Glud1 *mitochondrial activity and of neurons and glial cells to chronic, moderate excess of synaptic Glu release.

## Results and Discussion

### Changes in genomic transcription in hippocampal cells of *Glud1 *Tg mice

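Hippocampal RNA of 3 Tg and 3 wt male mice, 9 months old, was measured on 1 Affymetrix Mouse Genome array per mouse. The array reads each messenger RNA through probesets near its 3' end, and many genes have several probesets. The deposited values are MAS5 signals on a linear scale, which the authors' software had scaled to a common trimmed mean on every array. The study's own results came from RMA values computed from the scanned images, which were not analysed here. Of 45101 probesets in the table, 64 are controls. Of the other 45037, 34945 are annotated to 1 gene, 932 to several genes and 9160 to none. The 31% with the lowest mean level over all 6 arrays were left out, the share that Figure 1A shows as not expressed, which kept 31076 probesets with a mean signal of at least 47.8. Tg and wt arrays were compared on log2(signal + 16) with limma, and p values were adjusted over all kept probesets by the Benjamini-Hochberg method. A gene is represented by its brightest kept probeset or, where stated, by the probeset listed for it in Additional file 2. Glud1, the gene that the transgene carries, had a signal of 5424 ± 268 in Tg and 6009.6 ± 368 in wt mice (SD, n = 3 arrays) at the brightest probeset, with every Tg array below every wt array. At a further probeset it was 5097 ± 402 in Tg and 5410.2 ± 353 in wt mice. The text does not give the 3' end of the transgene's messenger RNA, so these probesets may not detect it and they check no label. All directions rest on the labels Tg and wt. The median signal of the kept probesets was 315 ± 4.83 on the Tg and 300.2 ± 4.46 on the wt arrays. The 3' to 5' ratio of the Actb control probesets, a sign of RNA integrity, was 1.66 ± 0.0271 in Tg and 1.84 ± 0.125 in wt mice (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). The Gapdh ratio was 0.787 ± 0.0105 and 0.824 ± 0.0786 (exact permutation test, two-sided, p = 0.6).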

Comparative genome-wide transcriptional analyses of Tg and wt mice were performed on the hippocampus region of the brain of these animals. The rationale for the selection of this region for this study was two-fold: 1) the predominant neurotransmitter in the hippocampus is Glu; and 2) it is one of the brain regions in which clear structural and physiological changes were detected in the Tg mice [14]. The differences between *Glud1 *and wt mouse hippocampi included increases in synaptic Glu release, decreased long term potentiation of synaptic activity following high frequency stimulation of neurons, decreased number of dendritic processes (the receptive zones of neurons for incoming synaptic signals), decreased synaptic sites on dendrite protrusions (the dendrite spines), and decreased number of nerve terminals that form such synapses. Furthermore, the hippocampal region is particularly vulnerable to aging and neurodegenerative diseases, and this vulnerability may result from chronic Glu hyperactivity in this brain region [21].

Nine mo-old *Glud1 *Tg mice were used in the study of whole genome gene expression. When compared to wt mice of the same age, *Glud1 *mice at this age exhibit some initial signs of neuronal loss and damage to their dendrites and nerve terminals, but not as extensive as those observed at older ages (e.g., 20 mo-old) [14]. Thus, at the age of nine months it would be possible to probe for changes in gene expression that may represent adaptive, compensatory or corrective responses of hippocampus cells to chronic Glu hyperactivity, while at the same time minimizing the impact of neuronal death on the results of gene array analyses.

A distinct transcriptional profile was found in *Glud1 *Tg mice as compared with that of wt animals. 

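Genes that mark the granule cells of the dentate gyrus had higher values, and genes that mark the cortex next to the hippocampus had lower values, on the arrays labelled Tg. All 14 measured granule cell markers had a positive log2 fold change (median 0.33), as did 8 of 9 markers of CA2 and CA3 pyramidal cells (median 0.25). All 8 measured markers of the subiculum and other retrohippocampal cortex had a negative one (median -0.77). Markers of CA1 pyramidal cells went both ways, with 4 of 6 positive (median 0.13). Calb1, which encodes a calcium buffer of granule cells, had a signal of 5769 ± 404 in Tg and 5027 ± 699.8 in wt mice (SD, n = 3). For C1ql3, a secreted synaptic protein of the same cells, the signals were 4721 ± 159.9 and 4160.2 ± 738. Rgs14, a regulator of G proteins in CA2 neurons, had 2262 ± 146 in Tg and 1862 ± 204 in wt mice, and Pvrl3, an adhesion protein, 1679 ± 262 and 1229 ± 81.6. Wfs1, a membrane protein of CA1 neurons, had 2439.7 ± 381 and 2966 ± 189, and Man1a, a mannosidase, 1965 ± 139 and 1961 ± 235. Tshz2, a transcription factor of retrohippocampal neurons, had 480.2 ± 79.7 in Tg and 1039 ± 89.4 in wt mice, a log2 fold change of -1.10 (SE 0.150) at an adjusted p of 0.143, the smallest of the whole comparison. Fn1, which encodes fibronectin, had 743 ± 228 and 1111 ± 519. In the camera test of each list against all other genes, the adjusted p was 4.58e-11 for the dentate gyrus, 7.14e-04 for CA2 and CA3, 4.96e-08 for the retrohippocampal cortex and 0.193 for CA1. None of these passed with an estimated correlation: adjusted p = 0.115 with an estimated correlation for the retrohippocampal cortex and adjusted p = 0.224 with an estimated correlation for the dentate gyrus as for CA2 and CA3. limma called 0 genes of these lists over all probesets. At an unadjusted p under 0.05 there were 6 in the dentate gyrus, 3 in CA1, 2 in CA2 and CA3 and 5 in the retrohippocampal list. Cyber-T, a test the study used, called 2 dentate gyrus genes, Lct and Dsp, and Tshz2, and adjusted over the list alone limma called 6, 0, 1 and 5 genes in the same order. Of the measured markers, 9 of 14 for the dentate gyrus, 1 of 9 for CA2 and CA3 and 7 of 8 for the retrohippocampal cortex are genes of Additional file 2, which the study chose on these samples and which are not independent evidence.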

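Over the 31076 kept probesets, arrays of one genotype resembled each other about as much as they resembled arrays of the other genotype. The mean Pearson correlation between arrays was 0.957 within genotypes and 0.954 between them. The difference of -0.00315 is smaller than the SD of 0.00544 among the pairs of arrays. With the 1000 most variable probesets it was -0.0236, where the SD among the pairs was 0.102. This correlation is across probesets, which are not independent replicates. With average linkage on 1 minus this correlation, the first split set wt 1 apart from the other arrays. With Euclidean distance and complete linkage, the first split was by genotype. Within the wt group the arrays differed in the 3' control probeset of 18S ribosomal RNA, with signals of 13960.1, 10375 and 2287 for wt 1, wt 2 and wt 3, against 1695, 976 and 3313 for the Tg arrays. On the mean level of the dentate gyrus markers, relative to the mean of all 6 arrays on the log2 scale, wt 3 stood at 0.00059, wt 1 at -0.33 and wt 2 at -0.31, and the Tg arrays at 0.17, 0.30 and 0.18.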

Analysis of the microarray data using condition tree revealed two distinct clusters, one corresponding to the group of *Glud1 *mice and the other to that of wt mice. This observation supported the idea that neurons and glia in the brains of the *Glud1 *Tg mice were responding to the chronic over-expression of *Glud1 *in neurons by exhibiting a different pattern of DNA transcription than that seen in wt mice.

Using the Affymetrix GeneChip Mouse Genome 430 2.0 array that contains 45,037 probesets of over 39,000 transcripts, a total of 1,018 probesets were identified as being significantly altered in *Glud1 *Tg mice. Among these differentially expressed probesets, 707 were more highly expressed in Tg than wt mice (up-regulated), and 311 showed the opposite pattern (down-regulated) (Figure 1A). 

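On the deposited MAS5 signals, the genes with the smallest p values included a regulator of actin that was lower and a transcriptional repressor that was higher on the arrays labelled Tg. Tmsb10, which encodes a protein that binds actin monomers, had a signal of 13926 ± 1002 in Tg and 21224 ± 2129.7 in wt mice (SD, n = 3), a log2 fold change of -0.61 (SE 0.0873). Resp18, a protein of secretory granules, had 1585 ± 258 and 2743 ± 116, and Satb1, a chromatin organizer, 1355 ± 117 and 2080.2 ± 124. Zeb2, a transcriptional repressor, had 6870.4 ± 974 in Tg and 3952 ± 573 in wt mice, a log2 fold change of 0.80 (SE 0.125), and Dgkh, a diacylglycerol kinase, 3573 ± 280.4 and 2449 ± 96.0. These 5 genes were chosen after their values were seen, and the adjusted p was 0.143 for Tmsb10, Resp18 and Zeb2 and 0.174 for Satb1 and Dgkh. limma called 0 of 31076 probesets at an adjusted p under 0.05, with 1837 higher and 1174 lower at an unadjusted p under 0.05, while Cyber-T called 65 (40 higher and 25 lower) and SAM 1. The 65 include Fos and Epha4, which the paper discusses, and probesets of Tmsb10, Zeb2, Satb1, Resp18 and Dgkh. At the study's thresholds of a 1.3-fold difference and an unadjusted p of 0.05, 2148 probesets passed in limma, 1521 higher and 627 lower. The share that was higher depends on the scaling of the arrays: it was 70.8% as deposited, 57.3% after quantile normalization (1159 higher, 862 lower) and 51.6% with each array centred on its median (1067 and 1000). The Tg and wt values did not overlap for 2667 probesets with higher and 2073 with lower values in Tg mice, 15.3% of the total, where chance gives 10%.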

Some of the prominent up- or down-regulated genes in *Glud1 *Tg mice are shown in Additional file 1, with the complete list of differentially expressed probesets available in Additional file 2. 

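The probesets of Additional file 2 kept their direction in the deposited MAS5 signals almost without exception. All 1018 are in the table, 1010 were kept, and 1009 went the way the study lists, 704 of the 707 up-regulated and 305 of the 311 down-regulated ones. A difference of at least 1.3-fold the same way was seen for 836 of them, 621 up and 215 down. Prox1, a transcription factor of granule cells, had a signal of 418 ± 22.4 in Tg and 243 ± 34.5 in wt mice (SD, n = 3). Nts, which encodes the peptide neurotensin, had 199.9 ± 82.6 in Tg and 434 ± 46.9 in wt mice. Both genes were chosen after their values were seen. limma called 0 of the listed probesets over all probesets, 625 passed the 1.3-fold difference at an unadjusted p of 0.05 (465 up, 160 down), and Cyber-T called 57, all in the listed direction. Across these probesets, which are not independent replicates, the log2 fold changes correlated with the listed ones at 0.915, and the median fold was 1.42 as listed and 1.48 here. The study chose them on these same samples, so these counts are not independent evidence. Of the listed probesets, 277 of the up-regulated and 25 of the down-regulated ones have no gene in the array's annotation.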

Of the 1,018 differentially expressed probesets, only 9 were expected to be false positives, i.e., the false discovery rate (FDR) was 0.9%.

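SAM ranks probesets by a moderated difference between Tg and wt arrays and estimates false discoveries by relabelling the arrays, which 3 against 3 allow in 20 ways. At a 1.3-fold difference and an estimated false discovery rate of at most 1%, it called 1 of the kept probesets, for Kcns3, which encodes a subunit of potassium channels. Kcns3 had a lower signal on the arrays labelled Tg, at 22.7 ± 2.74 in Tg and 140.9 ± 9.5 in wt mice (SD, n = 3), and it was chosen after its value was seen. That probeset is not in Additional file 2. At the cutoff whose count came nearest to the study's, 1440 probesets with higher and 1 with lower values were called, at an estimated false discovery rate of 34.6%.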

**Figure 1:**
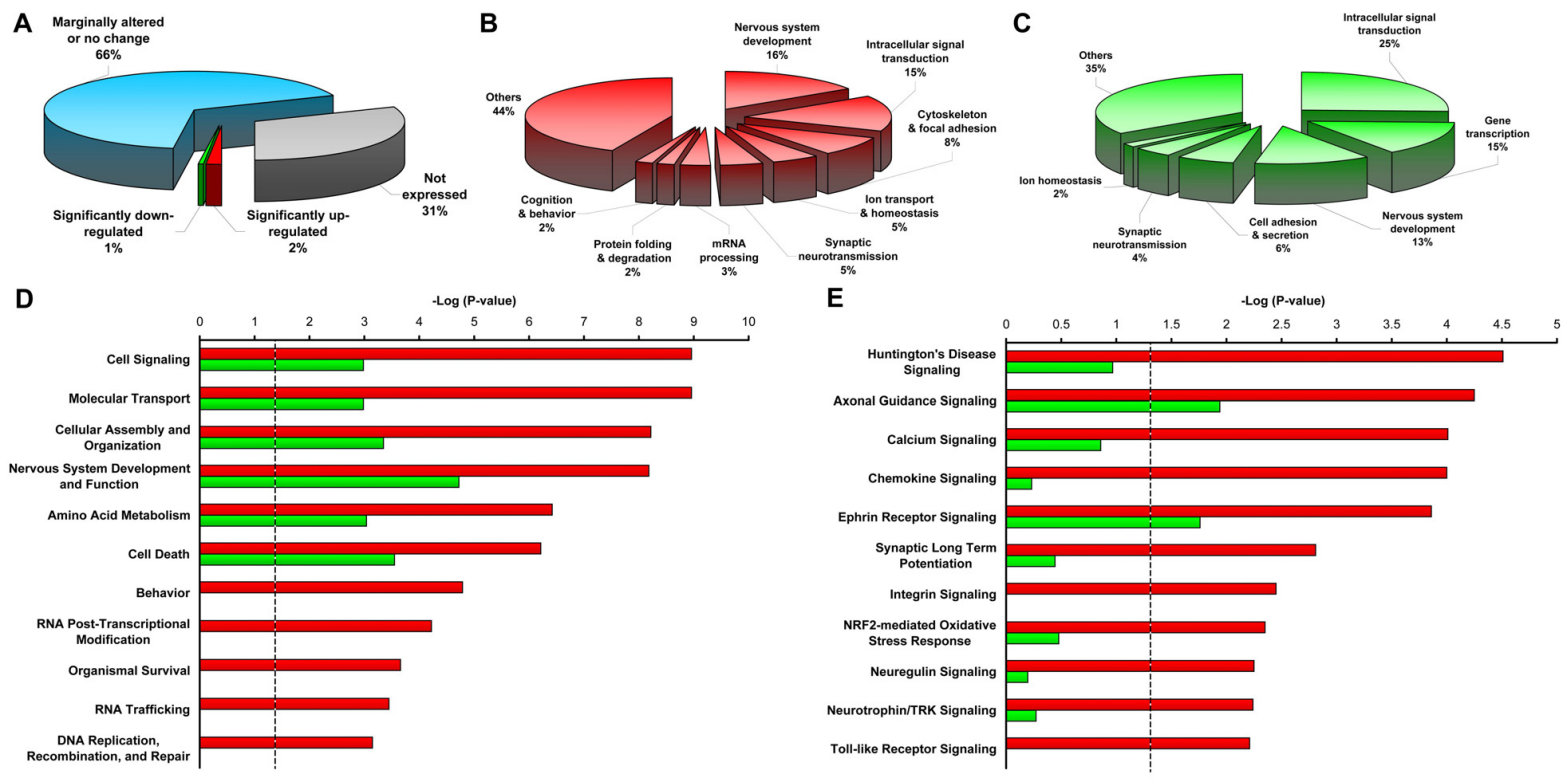
**Enrichment analysis of functional groups of up- and down-regulated genes associated with chronic glutamate hyperactivity**. (A) Approximately 2% of the over 39,000 gene transcripts surveyed by Affymetrix Mouse Genome 430 2.0 Array were identified to be significantly up-regulated, and 1% to be down-regulated, with an FDR of 0.9%. (B, C) Gene Ontology (GO) analysis of up- (B) and down-regulated (C) biological processes associated with chronic glutamate hyperactivity. This analysis was conducted with GO-elite using hypergeometric distribution. A Z score > 1.96 or < -1.96 and a permute P value < 0.05, were considered to be statistically significant. (D, E) Comparative analyses of over-represented bio-functions and canonical pathways, respectively, in up- and down-regulated genes using Ingenuity Pathway Analysis (IPA). Significance calculated by IPA was plotted as -log *P *value and the dashed line corresponds to the threshold *P *= 0.05.

### Transcriptomic changes in neurobiological processes, functions, and pathways in response *to Glud1 *over-expression

To uncover neurobiological and cellular processes that were significantly altered in *Glud1 *mouse hippocampus, we first carried out Gene Ontology (GO) analyses on the up- or down-regulated genes identified above. The GO biological processes that were significantly enriched in up-regulated genes in *Glud1 *mice compared with wt mice are shown in Figure 1B, while those that were enriched in down-regulated genes are shown in Figure 1C. The specific genes within the GO categories shown in Figure 1B and 1C, are listed in Table 1. As shown in Figure 1B and 1C, as well as in Table 1, there were eight categories of biological processes that were significantly enriched in up-regulated genes and six GO categories significantly enriched in down-regulated genes in *Glud1 *mice. Among these categories, four (*Nervous system development, Intracellular signal transduction, Synaptic neurotransmission*, and *Ion homeostasis*) were enriched in both up- and down-regulated genes (Figure 1B, C; Table 1), with the up-regulated genes in *Glud1 *mice outnumbering those that were down-regulated in the respective categories. Four of the other GO categories were enriched only in up-regulated genes in Tg mice. These four categories were: *mRNA processing*, *Protein mis-folding correction and degradation*, *Cytoskeleton and focal adhesion*, and *Cognition and behavior *(Table 1).

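Genes of nervous system development, signal transduction and the cytoskeleton listed as up-regulated were more often higher than lower on the arrays labelled Tg at the brightest probeset of each gene, which for most of them is another one than in Additional file 2. So were 53.2% of all kept probesets. Over all categories fewer of the up-regulated genes are higher when each array is centred on its median (132 in place of 176). After quantile normalization 178 are. Higher as deposited were 43 of 65 measured genes of nervous system development, 45 of 64 of intracellular signal transduction, 23 of 36 of cytoskeleton and focal adhesion and 18 of 22 of ion transport and homeostasis. In synaptic neurotransmission, which holds the NMDA receptor genes Grin2a and Grin2b and their scaffold genes Dlg1, Dlg2 and Dlg4, 9 of 17 were higher. The counts were 9 of 13 for mRNA processing, which holds Syncrip, 6 of 9 for protein mis-folding correction and 5 of 8 for cognition and behavior. A difference of at least 1.3-fold was seen for 11 of the 65 genes of nervous system development and 4 of the 64 of signal transduction. For the genes listed as down-regulated, the brightest probeset is often the study's own (41 of 55 in signal transduction, 16 of 29 in gene transcription and 15 of 26 in nervous system development, against 10 of 65 up-regulated ones there), so their counts follow in part from the study's choice. Lower were 52 of 55 in signal transduction, 27 of 29 in gene transcription, which holds Tshz2, 24 of 26 in nervous system development, 12 of 13 in cell adhesion, 9 of 9 in synaptic neurotransmission and 2 of 2 in ion homeostasis. Of these, 34 of the 55 signal transduction and 15 of the 29 transcription genes differed by at least 1.3-fold. At the study's own probesets, 53 of 54 up-regulated and 27 of 29 down-regulated genes of nervous system development went the listed way. The lists were chosen by the study on these samples, so neither direction is independent evidence.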

**Table 1:** Genes associated with the Gene Ontology (GO) biological processes shown in Figure 1B and 1C

GO Biological Processes	Associated Genes
***A) Up-regulated GO biological processes***	

**Nervous system development (70 genes)**	*Actr3, Acvr1, Ank3, Apc, Aplp2, Arc, Arhgef2, Arpc2, Atp2b2, Atrx, B3gnt2, Bcl11b, Brsk2, Btg2, Cacna1c, Centb2, Cttn, Diap1, Dpysl2, Egr2, Elavl3, Enah, Epha3, Epha4, Epha6, Epha7, Fos, Fut8, Gja1, Grin2a, Hipk2, Itga8, Kif5c, Klhl24, Lefty1, Mbp, Mef2a, Mib1, Ndel1, Ndst1, Nfib, Nisch, Npnt, Nrcam, Nrp1, Nrp2, Nrxn3, Ntrk2, Ntrk3, Pafah1b1, Pbx1, Pcsk2, Pex2, Prkca, Prkg1, Ptk2, Rsc1a1, Rtn4, Scn2a1, Scn8a, Sema5a, Sh3rf1, Slit3, Tacc1, Top2b, Trpm7, Wasl, Yy1, Zbtb16, Zeb2*
**Intracellular signal transduction (68)**	*Aak1, Abl2, Acvr1, Add1, Add2, Akt3, Aplp2, Arhgef12, Arhgef2, Atp2b2, Brap, Brsk2, Camk2a, Camk2b, Centb2, Centg2, Csnk1a1, Diap1, Dock10, Dock9, Dyrk1a, Epha3, Epha4, Epha6, Epha7, Fert2, Frap1, Fut8, Hipk2, Hrasls, Itga8, Kalrn, Ksr1, Map2k4, Mapk14, Mapk8, Mtmr1, Mtmr3, Mtmr9, Myo9b, Ndst1, Net1, Nisch, Npnt, Nrp1, Ntrk2, Ntrk3, Pafah1b1, Pftk1, Phip, Phka2, Ppp3ca, Prkca, Prkg1, Ptk2, Ptk2b, Ptprj, Ptprs, Rabgap1, Rps6kb1, Rutbc3, Slc8a2, Slk, Srpk2, Tbc1d15, Tlk2, Trpm7, Uhmk1*
**Cytoskeleton & focal adhesion (38)**	*Abl2, Actr3, Add1, Add2, Apc, Arc, Arhgef2, Arpc2, Cap2, Capn3, Centb2, Clasp1, Clip1, Coro1c, Diap1, Dmd, Dst, Enah, Enc1, Epb4.1l1, Frmd4b, Gmfb, label, Mtap7, Myo9b, Ndel1, Nisch, Pafah1b1, Polb, Ptk2, Ptk2b, Spire1, Tacc1, Tpm1, Trpm7, Wasf3, Wasl, Wdr1*
**Ion transport & homeostasis (23)**	*Atp1a1, Atp2b2, Atp2c1, Atp6v0d1, Atp8a1, Atp9b, Cacna1c, Cacna1d, Cacna1h, Cacna2d1, Cacnb2, Camk2a, Camk2b, Grin2a, Grin2b, Ppp3ca, Ryr1, Scn2a1, Scn3b, Scn8a, Slc8a2, Trpc4, Trpm7*
**Synaptic neurotransmission (21)**	*Arc, Atp2b2, Atxn1, Camk2a, Dlg1, Dlg2, Dlg4, Erc2, Exoc4, Exoc5, Gabbr1, Gabrb2, Gabrb3, Grin2a, Grin2b, Magi2, Nrxn3, Ppp3ca, Rps6kb1, Snca, Vps33a*
**mRNA processing (15)**	*Adar, Cdc40, Cpsf6, Cugbp2, Lsm11, Prpf39, Prpf40a, Sfpq, Sfrs10, Sfrs12, Sfrs8, Srpk2, Srrm2, Syncrip, Tra2a*
**Protein mis-folding correction & degradation (9)**	*Ahsa1, Ahsa2, Dnajc1, Usp12, Usp19, Usp20, Usp32, Usp47, Usp7*
**Cognition & behavior (8)**	*Atxn1, Cacna1c, Epha4, Grin2a, Grin2b, Itga8, Pafah1b1, Scn8a*

***B) Down-regulated GO biological processes***	

**Intracellular signal transduction (57)**	*AW551984, Acvr2b, Adra2a, Angpt1, Anxa1, Arhgap6, Bmper, Cacnb4, Calca, Car8, Cckbr, Cd24a, Cdc42ep1, Cit, D0H4S114, Dcx, Ddit4l, Ddr2, Depdc6, Gnb4, Gng4, Gpr101, Gpr103, Gpr83, Gulp1, Hrh1, Igf1, Khdrbs1, Nr2f2, Pde1c, Pde9a, Pgr, Plcxd3, Plek, Ppard, Ptprd, Rab3b, Reln, Rfxank, Rgs17, Rgs2, Rora, Rspo2, Sh2d3c, Shd, Slc9a3r2, Sparc, Stmn1, Tacr3, Tbc1d8, Tgm2, Timp2, Trhr, Unc13c, Unc5d, Wnt4, Wnt7a*
**Gene transcription (33)**	* 6430502M16Rik, Ankrd56, Arx, Btbd11, Cutl1, Cutl2, Etv6, Foxp2, Hes5, Hivep1, Hoxc6, Ikzf4, Irf6, Khdrbs1, Klf5, Lbh, Ldb2, Lhx2, Maf, Mef2c, Mrg1, Nr2f2, Pbx3, Pgr, Ppard, Prrx1, Rora, Satb1, Satb2, Ssbp2, Trim66, Tshz2, Tshz3*
**Nervous system development (29)**	*Arx, Atp1a2, Calca, Car10, Cd24a, Cd44, Cit, Cobl, Cutl1, Dcx, Efna5, Foxp2, Gap43, Grin3a, Hes5, Igf1, Lhx2, Nr2f2, Nts, Pex13, Pgr, Ppard, Reln, Rora, Stmn1, Timp2, Tnnt2, Wnt4, Wnt7a*
**Cell adhesion & secretion (14)**	*Amn, Anxa1, Cacnb4, Calca, Cd24a, Cplx3, Cutl1, Exoc6, Ppard, Rab3b, Rims3, Tgm2, Unc13c, Wnt7a*
**Synaptic neurotransmission (10)**	*Atp1a2, Cacnb4, Cckbr, Cplx3, Gpr103, Gpr83, Rims3, Slc17a6, Tacr3, Wnt7a*
**Ion homeostasis (4)**	*Atp1a2, Cacnb4, Calca, Cd24a*

Comparative bio-function analysis between Tg and wt mouse hippocampus genes was also performed using the Ingenuity Pathway Analysis (IPA) software. Major bio-functions significantly enriched in up- or down-regulated genes in Tg mice are shown in Figure 1D and are listed in Additional file 3. Of the eleven bio-functions, six were enriched in both up- and down-regulated genes in Tg mice, and five were enriched only in up-regulated genes in the *Glud1 *mice. In addition, the statistical significance values (shown as -Log *P*) for up-regulated genes were significantly greater than those for the down-regulated genes in bio-functions populated by both up- and down-regulated genes in *Glud1 *mice (Figure 1D).

As indicated in Figure 1D, the bio-functions identified by the IPA analysis were similar to the biological processes identified by the GO analysis, including *Cell signalling*, *Nervous system development*, *RNA post-transcriptional modification and RNA trafficking*, *Behavior*, *Cellular assembly and organization*, and *Molecular transport*. The genes in these bio-functions (Additional file 3) were, for the most part, the same genes identified by the GO analysis (Table 1). Bio-functions identified by the IPA analysis but not by the GO analysis included those of *Amino acid metabolism*, *Cell death*, *Organismal survival*, and *DNA replication, recombination, and repair *(Figure 1D and Table 2).

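In the IPA bio-functions counted here, which are only part of Additional file 3, most genes also went the study's way at their brightest probeset, except in organismal survival and RNA trafficking. For cell death, whose list holds 99 up-regulated and 37 down-regulated genes, 92 of 126 measured genes did so and 38 differed by at least 1.3-fold. The counts were 84 of 120 for cellular assembly and organization, 37 of 50 for molecular transport and 27 of 36 for amino acid metabolism. The brightest probeset is the study's own for 37 of the 126 cell death and 26 of the 120 cellular assembly genes, whose direction is then not independent evidence. Over all categories fewer up-regulated genes go the listed way with each array centred on its median, but not after quantile normalization. DNA replication, recombination and repair gave 9 of 11. In organismal survival, all of whose 44 genes are listed as up-regulated, 17 of 38 were higher on the arrays labelled Tg (median log2 fold change -0.018). In RNA trafficking it was 1 of 3. At the study's own probesets, 33 of 33 survival genes and 115 of 116 cell death genes went the listed way, which is not independent evidence because the study chose them on these samples. Among the cell death genes, limma called 0 at the brightest probeset, 46 had an unadjusted p under 0.05, Cyber-T called 8 and limma called 21 adjusted over the list alone.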

**Table 2:** Genes associated with IPA bio-functions and canonical pathways that are different from the GO categories shown in Table 1

Bio-Functions	Associated Genes
**Molecular Transport**	
Up-regulated genes (41)	*Anp32a, Atp1a1, Atp2b2, Atp2c1, Atxn1, Cacna1c, Cacna1d, Cacna1h, Cacna2d1, Cacnb2, Camk2a, Camk2b, Erc2, Frap1, Gja1, Gnaq, Gpam, Grin2a, Grin2b, Htr1a, Kcna6, Kcnd2, Kcnip2, Kcnq1, Kcnq2, Lyk5, Nrxn3, Ntrk2, Ppp3ca, Ptk2, Rgs14, Ryr1, Scd, Scn2a, Scn8a, Smg6, Snca, Trpc4, Trpm7, Uhmk1, Ywhae*
Down-regulated genes (18)	* Adra2a, Atp1a2, Calca, Camk2d, Cast, Cav2, Cckbr, Dcn, Gap43, Igf1, Igfbp3, Nts, Rgs2, Satb1, Slc17a6, Trhr, Vip, Wnt7a*
**Cellular Assembly and Organization**	
Up-regulated genes (100)	*Actb, Adam17, Add1, Ank3, Anp32a, Ap2a2, Apc, Arf3, Arhgef12, Arhgef2, Arpc2, Atp2b2, Atp2c1, Bcl11b, Bin1, Cacna1c, Cacnb2, Camk2a, Cap2, Capn10, Centb2, Centg2, Clasp1, Clip1, Coro1c, Cttn, Diaph1, Dlg1, Dlg4, Dmd, Dnaja3, Dpysl2, Dsp, Dst, Eif4a1, Eif4e, Enah, Enc1, Epha4, Erc2, Exoc5, Frap1, Gas7, Gja1, Gnaq, Gng2, Gosr1, Gpm6a, Grin2a, Grip1, Htr1a, Itga8, Junb, Kalrn, Kcnq1, Klf2, Kpnb1, Ksr1, Map2, Map7, Mapk14, Mapk8, Mbp, Myo9b, Napg, Nav1, Ncam1, Ndel1, Neo1, Net1, Nfia, Nisch, Nmt1, Nrcam, Nrp1, Ntrk2, Ntrk3, Pafah1b1, Pex5l, Picalm, Prkg1, Psap, Ptk2, Ptk2b, Reps1, Rictor, Rims1, Rps6kb1, Rtn4, Sec24b, Sema5a, Slit3, Snca, Spire1, Top2b, Tpm1, Trpc4, Wasf3, Wasl, Ywhaz*
Down-regulated genes (26)	*Cacnb4, Calca, Cast, Cav2, Cd24, Cd44, Cdc42ep1, Cdh13, Cit, Cntn4, Ctgf, Dcx, Efna5, Gap43, Grin3a, Igf1, Igfbp3, Klf5, Nts, Ppard, Reln, Rgs2, Sdc2, Sparc, Stmn1, Wnt7a*
**Amino Acid Metabolism**	
Up-regulated genes (35)	*Acvr1, Acvr2a, Akt3, B3gnt2, Brsk2, Btg2, Camk2a, Camk2b, Col4a3bp, Csnk1a1, Dusp6, Dyrk1a, Fer, Frap1, Gmfb, Hipk2, Kalrn, Large, Lyk5, Mapk14, Mapk8, Mtmr3, Ndst1, Phka2, Ppp3ca, Prkca, Prkg1, Ptk2b, Ptprd, Ptprj, Rps6kb1, Srpk2, St6galnac3, Tlk2, Trpm7*
Down-regulated genes (6)	* Ass1, Igf1, Igfbp3, Nts, Reln, Slc17a6*
**Cell Death**	
Up-regulated genes (99)	*Acvr1, Akt3, Aldh2, Ap2a2, Apc, Arc, Atf2, Atf6, Atp1a1, Atp2c1, Atrx, Atxn1, Bclaf1, Bin1, Btg2, Cacna1c, Cacnb2, Calb1, Camk2a, Capn10, Chka, Csnk1a1, Dmd, Dnaja3, Dsp, Dusp6, Egr1, Egr2, Eif4e, Fem1b, Fer, Fos, Frap1, Fubp1, Fus, Gabbr1, Gja1, Gmfb, Gnaq, Gng2, Grin2a, Hdac2, Hipk2, Hpca, Junb, Klf2, Ksr1, Lrig1, Map2k4, Mapk14, Mapk8, Mbp, Mef2a, Mgat3, Ncam1, Ndel1, Ndst1, Nptx1, Nr4a1, Nrcam, Nrf1, Nrp1, Ntrk2, Ntrk3, Pafah1b1, Phip, Polb, Ppp1r13b, Ppp3ca, Prkca, Psap, Ptk2, Ptk2b, Rad23b, Rasgrp1, Rbm5, Rps6kb1, Rraga, Rtn4, Scn2a, Scn3b, Sh3rf1, Ski, Slk, Snca, Tacc1, Tfrc, Tnfrsf25, Tnks2, Tpm1, Ube2k, Ubtf, Usp7, Vps33a, Ywhae, Yy1, Zbtb16, Zeb2, Zfr*
Down-regulated genes (37)	* Acvr2b, Angpt1, Anxa1, Atp1a2, Calca, Camk2d, Casp1, Cast, Cd24, Cd44, Cit, Ctgf, Dcn, Ecop, Etv6, Gulp1, Hoxc6, Igf1, Igfbp3, Igfbp6, Klf5, Mef2c, Nedd9, Phlda1, Plagl1, Ppard, S100a10, Satb1, Sdc2, Sparc, Stmn1, Tgm2, Timp2, Tmsb10, Vip, Wnt7a, Wwox*
**Organismal Survival**	
Up-regulated genes (44)	*Adar, Akt3, Apc, Aplp2, Cacnb2, Dmd, Dnaja3, Dsp, Dyrk1a, Egr2, Enah, Fus, Fut8, Gabrb3, Gja1, Gnaq, Grip1, Hapln1, Hipk2, Klf2, Magi2, Map2k4, Mapk14, Mapk8, Mef2a, Nfia, Nrf1, Nrp1, Ntrk2, Ntrk3, Pbx1, Pnpla6, Polb, Prkca, Ptk2, Ptprs, Rad23b, Ski, Spred2, Top2b, Wasl, Wdr1, Yy1, Zfr*
**RNA Trafficking**	
Up-regulated genes (3)	*Eif3a, Eif4a1, Eif4e*
**DNA Replication, Recombination, and Repair**	
Up-regulated genes (13)	*Atf2, Atp1a1, Fos, Gnaq, Gng2, Iqgap2, Kpnb1, Mapk8, Myo9b, Ptk2, Ptk2b, Ubtf, Yy1*

**Canonical Pathways**	**Associated Genes**

** Huntington's Disease Signalling**	
Up-regulated genes (Total number: 17)	*Akt3, Ap2a2, Atf2, Capn10, Capn3, Dlg4, Frap1, Gnaq, Gng2, Gosr1, Grin2b, Hdac2, Map2k4, Mapk8, Napg, Prkca, Snca*
Down-regulated genes (5)	*Casp1, Gng4, Igf1, Pik3r5, Tgm2*
**Axonal Guidance Signalling**	
Up-regulated genes (23)	*Adam17, Akt3, Arhgef12, Arpc2, Dpysl2, Eif4e, Epha3, Epha4, Epha6, Epha7, Gnaq, Gng2, Kalrn, Nrp1, Ntrk2, Ntrk3, Ppp3ca, Prkca, Ptk2, Rtn4, Sema5a, Slit3, Wasl*
Down-regulated genes (10)	*Arhgef15, Efna5, Gng4, Igf1, Pik3r5, Sdc2, Sema4a, Unc5d, Wnt4, Wnt7a*
**Chemokine Signalling**	
Up-regulated genes (9)	*Camk2a, Camk2b, Fos, Gnaq, Mapk14, Mapk8, Prkca, Ptk2, Ptk2b*
Down-regulated genes (1)	*Camk2d*
**Ephrin Receptor Signalling**	
Up-regulated genes (14)	*Akt3, Arpc2, Atf2, Epha3, Epha4, Epha6, Epha7, Gnaq, Gng2, Grin2a, Grin2b, Kalrn, Ptk2, Wasl*
Down-regulated genes (6)	*Angpt1, Arhgef15, Efna5, Gng4, Sdc2, Sh2d3c*
** Synaptic Long Term Potentiation**	
Up-regulated genes (9)	*Atf2, Cacna1c, Camk2a, Camk2b, Gnaq, Grin2a, Grin2b, Ppp3ca, Prkca*
Down-regulated genes (2)	*Camk2d, Grin3a*
**Integrin Signalling**	
Up-regulated genes (12)	*Actb, Akt3, Arf3, Arpc2, Capn10, Capn3, Itga8, Map2k4, Mapk8, Ptk2, Tspan5, Wasl*
**NRF2-mediated Oxidative Stress Response**	
Up-regulated genes (11)	*Actb, Dnaja3, Dnajb5, Dnajc1, Fos, Junb, Map2k4, Mapk14, Mapk8, Prkca, Ube2k*
Down-regulated genes (3)	*Maf, Pik3r5, Slc35a2*
** Neuregulin Signalling**	
Up-regulated genes (7)	*Adam17, Akt3, Dlg4, Frap1, Nrg3, Prkca, Rps6kb1*
Down-regulated genes (1)	*Dcn*
**Neurotrophin/TRK Signalling**	
Up-regulated genes (6)	*Atf2, Fos, Map2k4, Mapk8, Ntrk2, Ntrk3*
Down-regulated genes (1)	*Pik3r5*
**Toll-like Receptor Signalling**	
Up-regulated genes (5)	*Fos, Map2k4, Mapk14, Mapk8, Tollip*

IPA analysis was also used to determine canonical biological pathways that were significantly enriched with either up- or down-regulated genes in *Glud1 *compared with wt hippocampus cells. Eleven pathways were identified (Figure 1E and Additional file 4). Use of the IPA canonical pathway analysis led to the identification of some biological pathways that did not relate to either the categories of biological processes identified by means of the GO analysis or to the bio-functions identified by IPA. Yet, some of these pathways were enriched with genes that were components of either GO categories or IPA-identified bio-functions, such as *Axonal guidance signalling*, *Calcium signalling*, *Ephrin receptor*, *Synaptic long term potentiation*, *Integrin signalling*, and *Neurotrophin/TRK signalling *(Additional file 4). But, several of the pathways identified by IPA analysis provided new information into the effects of chronic *Glud1 *over-expression and mild Glu hyperactivity on hippocampal neurons that was not uncovered by the GO or IPA bio-function analyses (Table 2). These pathways were *Huntington's disease signalling*, *Chemokine signalling*, *NRF2-mediated oxidative stress response*, *Neuregulin signalling*, and *Toll-like receptor signalling *(Figure 1E and Table 2).

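At the brightest probeset of each gene, the canonical pathways showed the study's direction for most genes. In Huntington's disease signalling, which holds the vesicle genes Ap2a2, Gosr1 and Napg, 13 of 19 went that way. The counts were 22 of 30 for axonal guidance, 16 of 18 for ephrin receptor signalling, 16 of 18 for calcium signalling, 9 of 11 for synaptic long term potentiation and 9 of 10 for integrin signalling. NRF2-mediated oxidative stress response gave 10 of 13 and chemokine signalling 7 of 9. The short lists of neuregulin and neurotrophin signalling gave 4 of 6 each, and Toll-like receptor signalling 3 of 5. Dlg4 belongs to both Huntington's disease and neuregulin signalling, and Fos to the chemokine, Toll-like receptor and NRF2 pathways. Among the ephrin receptor signalling genes, limma called 0 at the brightest probeset, 8 had an unadjusted p under 0.05, Cyber-T called 0 and limma called 7 adjusted over the list alone. Over all categories and pathways, 132 up-regulated genes go the listed way with each array centred on its median, in place of 176. After quantile normalization 178 do. The brightest probeset is the study's own for 10 of the 30 axonal guidance and 6 of the 18 ephrin receptor genes. The study chose these genes on the same samples, so their direction is not independent evidence.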

Overall, the GO and IPA analyses identified some key biological and neurobiological processes, functions and pathways that appeared to be altered in *Glud1 *mice primarily through gene up-regulation. Looking at these categories in their totality, it would appear that hippocampal cells in the Tg mice were under some level of stress to which they responded by activating intracellular signals (*Intracellular signal transduction *and *Cell signalling*), signals that may lead to cell protection from damage or death (*Protein mis-folding correction & degradation *and *Cell death*), signals that are associated with inflammatory responses and cell survival (*Chemokine signalling *and *Toll-like receptor signalling*), and signals that mediate responses to oxidative stress (*NRF2-mediated oxidative stress response*). In addition to the signalling pathways enumerated above, there was also a signalling pathway related to a severe neurological disorder, the *Huntington's disease signalling *pathway.

#### Huntington's disease signalling pathway

This pathway was most significantly enriched with up-regulated genes in the *Glud1 *mice (Figure 1E). Huntington's disease is an autosomal dominant hereditary neurological disorder caused by an expansion of triplet repeats in the gene for the protein Huntingtin. Huntington's disease does not usually affect hippocampal neurons, therefore, the enhanced expression of genes in this pathway in *Glud1 *mice may be a reflection of molecular processes that are potentially related to the cause or the progression of the disease. A current view of the molecular and cellular defects associated with this disease is that the abnormal Huntingtin protein leads to changes in vesicle trafficking in neurons [22]. Among the genes up-regulated in the *Glud1 *mice was *Snca *(Alpha-Synuclein), a protein involved in neurotransmitter (dopamine) release from nerve terminals and in the integration of signal transduction and membrane vesicle trafficking at nerve terminals. Some of the other up-regulated genes in the *Huntington's disease signalling *pathway included the gene *Ap2a2 *(Adaptor Protein Complex AP-2, Alpha 2 Subunit; also known as Huntingtin-Interacting Protein J). The AP2A2 protein, together with Huntingtin, interacts with the protein Clathrin in the process of endocytosis of membrane vesicles [23]. Another significantly up-regulated gene in the same pathway, *Gosr1*, encodes a member protein of the soluble *N*-Ethylmaleimide-Sensitive Factor Attachment Protein Receptor (SNARE) complex that links endocytic vesicles to the *trans*-Golgi network in cells [24]. Finally, *Napg *(*N*-Ethylmaleimide Sensitive Fusion Protein Attachment Protein Gamma), important in vesicle trafficking in cells [25], was also an up-regulated gene in Tg mice. Thus, it appeared that hippocampal neurons responded to excess expression of *Glud1 *and activation of Glu neurotransmission by up-regulating several genes related to vesicular trafficking, genes that are also part of the Huntington's disease pathway.

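Ap2a2 encodes a subunit of the adaptor that brings cargo to clathrin, Gosr1 a SNARE protein of the Golgi apparatus, and Napg an attachment protein that helps to take SNARE complexes apart. At the probesets of Additional file 2 all 3 had higher signals on the arrays labelled Tg. Ap2a2 had 766 ± 84.5 in Tg and 575 ± 68.3 in wt mice (SD, n = 3), a log2 fold change of 0.41 (SE 0.144, adjusted p = 0.390). Its brightest probeset went the other way, with 2235 ± 130.1 and 2489.6 ± 92.6 and a log2 fold change of -0.16. Gosr1 had 107 ± 81.2 in Tg and 60.3 ± 49.6 in wt mice, and 965 ± 178 and 773 ± 55.2 at the brightest probeset, log2 fold changes of 0.55 and 0.30. Its listed probeset is dim, with arrays from 14.9 to 167.4 in Tg and from 17.6 to 114.7 in wt mice. The log2 fold change there is 1.36 without Tg 1. Without both wt 1 and wt 2, a comparison chosen after seeing the data, it is -0.45. Napg had 632 ± 36.3 in Tg and 324 ± 113 in wt mice, a log2 fold change of 0.98 (SE 0.209, adjusted p = 0.212), with every Tg above every wt array. The brightest Napg probeset, at 5981 ± 223 and 6269.5 ± 391, had a log2 fold change of -0.067.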

#### Intracellular signal transduction

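Mapk8 and Mapk14 encode stress kinases, Mef2a a transcription factor they act on, Dnaja3 a co-chaperone of mitochondria and Dyrk1a a kinase of brain growth. All 5 genes had higher signals on the arrays labelled Tg at the probesets of Additional file 2. The largest of these differences was for Dyrk1a, at 631 ± 44.5 in Tg and 399.7 ± 23.9 in wt mice (SD, n = 3), a log2 fold change of 0.64 (SE 0.143, adjusted p = 0.227). Its brightest probeset was lower in every Tg than in every wt array, 871 ± 113.95 and 1124 ± 85.0, a log2 fold change of -0.37. Mapk8 had 234 ± 51.6 in Tg and 157 ± 19.8 in wt mice at the listed and 1411 ± 132 and 1381 ± 132 at the brightest probeset. For Mapk14 these signals were 714 ± 55.0 and 576 ± 145 at the listed probeset and 1949 ± 70.8 and 2071 ± 71.8 at the brightest, log2 fold changes of 0.33 and -0.086. Over the alternatives the value at the listed Mapk14 probeset runs from 0.18, without wt 3, to 0.62. Dnaja3 had 449 ± 39.7 and 389 ± 49.1 at the listed probeset, and 1189 ± 78.3 and 1441 ± 54.6 at the brightest, where every Tg array was below every wt array. For Mef2a, the log2 fold change was 0.16 (SE 0.296) at the listed and -0.040 at the brightest probeset, and the first turns negative without Tg 3 and without wt 2. Over all probesets of a gene, 5 of 6 were higher for Mapk14 and for Mef2a, 2 of 3 for Dyrk1a, 2 of 5 for Mapk8 and 1 of 3 for Dnaja3.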

Examples of genes involved in intracellular signal transduction related to stress and to either apoptosis or cell survival included the genes for two stress kinases, c-Jun N-terminal Kinase (*Mapk8*) and p38 MAP Kinase (*Mapk14*), the gene for an anti-apoptotic protein that protects neurons from Glu-induced apoptosis, Myocyte Enhancer Factor 2a (*Mef2a*) [26], the gene for a member of the mitochondrial heat shock factor 40 protein family (*Dnaja3*, DnaJ [Hsp40] Homolog, Subfamily A, Member 3) with both pro-apoptotic and cell survival-enhancing functions [27], and the gene for a protein that affects brain development and neuronal survival and differentiation, the Dual Specificity Tyrosine-Phosphorylation Regulated Kinase 1a (*Dyrk1a*) [28]. As indicated, some of the genes have dual or multiple functions, for example, *Dnaja3 *may function as a pro-apoptotic or as a survival-enhancing protein, and it may also function as a nerve cell process (neurite) growth-promoting gene [27]. The same is true for *Dyrk1a *whose absence stunts brain growth, development and neurite elongation, yet its presence in excess, as it occurs in trisomy 21 (Down's syndrome), may retard neuronal growth and differentiation [28,29]. We assume that in *Glud1 *mice, the primary role of these genes is in enhancing neuronal growth and survival.

#### Stress response

Congruent with the overall up-regulation of stress response, the *NRF2-mediated oxidative stress response *pathway was also enriched with genes whose expression was up-regulated. In addition to the *Dnaja3 *for Heat Shock Protein 40, a related heat shock protein gene, *Dnajb5 *(DnaJ [Hsp40] Homolog, Subfamily B, Member 5) was also significantly up-regulated in Tg compared with wt mice (Table 2). 

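Dnajb5 encodes a co-chaperone of the Hsp40 family. Its listed probeset had a signal of 648 ± 93.2 in Tg and 456 ± 143 in wt mice (SD, n = 3), a log2 fold change of 0.52 (SE 0.205, adjusted p = 0.444), and its brightest 1442 ± 76.4 and 1369 ± 94.4. Targets of NRF2 and other antioxidant enzymes, a list that shares no gene with Additional file 2, went both ways, with 5 of 14 genes higher and 9 lower on the arrays labelled Tg (median log2 fold change -0.12, camera adjusted p = 0.440). Fth1, the ferritin heavy chain, had 41729.5 ± 1229 in Tg and 39696 ± 4235 in wt mice, and Sod1, superoxide dismutase, had 5368 ± 506 and 5798 ± 483. limma called 0 of the 14 over all probesets and adjusted over the list alone, 2 had an unadjusted p under 0.05, 1 higher and 1 lower, and Cyber-T called 0.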

Represented also in this pathway were the genes for the transcription factors *Fos *and *JunB*, which are known to be up-regulated following synaptic activation of nerve cells, during learning of a new task, and also under conditions of stress and neuronal damage [30,31]. 

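Fos and Junb encode subunits of the AP-1 transcription factor, which neurons make within minutes of strong synaptic activity. Fos had a signal of 1790.0 ± 339 in Tg and 879 ± 394 in wt mice (SD, n = 3), a log2 fold change of 1.11 (SE 0.279, adjusted p = 0.235), with every Tg above every wt array. Cyber-T called Fos at an adjusted p of 0.0472. Junb had 792 ± 159 in Tg and 535 ± 112 in wt mice, a log2 fold change of 0.55 (SE 0.186, adjusted p = 0.357). Of 18 measured immediate early genes, 14 had a positive log2 fold change on the arrays labelled Tg, with a median of 0.51 (camera adjusted p = 6.05e-10, and adjusted p = 0.224 with an estimated correlation). Arc, whose protein acts at synapses, had 1656 ± 153 in Tg and 1011 ± 416 in wt mice, and Egr2, a zinc finger transcription factor, 219 ± 55.6 and 61.7 ± 64.0. Egr1 and Egr3, the brightest of the list, had 5970.5 ± 423 and 4732 ± 997 and 3712 ± 166 and 3493 ± 291. The 10 genes of the list that are not in Additional file 2 had a median of 0.29 (camera adjusted p = 0.0253, and adjusted p = 0.411 with an estimated correlation), with 6 higher and 4 lower. The mean level of the list, relative to the mean of all 6 arrays on the log2 scale, was -0.56 for wt 1, -0.30 for wt 2 and 0.0998 for wt 3, against 0.18, 0.24 and 0.34 for the Tg arrays. wt 1 and wt 2 are also the arrays with the most 18S signal, the highest Actb 3' to 5' ratios and the lowest level of granule cell markers. Without both wt 1 and wt 2, a comparison chosen after seeing the data, the median is 0.16 and the log2 fold changes of Fos, Arc and Egr2 are 0.50, 0.18 and 0.61. limma called 0 genes of the list over all probesets, 13 had an unadjusted p under 0.05, Cyber-T called Fos and Nr4a1, and 11 passed adjusted over the list alone.

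**Figure D1:**
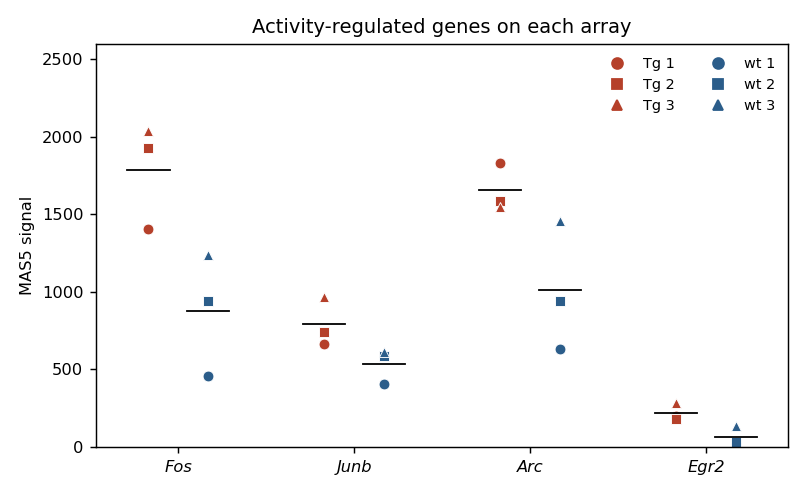
MAS5 signal of Fos, Junb, Arc and Egr2 on each of the 6 arrays. Points are arrays and bars are the means of 3 Tg and 3 wt arrays, 1790.0 and 879 for Fos.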

Increased expression of these factors may be sustained for a long period of time following neuronal injury [32]. Thus, their up-regulation in Tg mice may be considered as a trace of neuronal injury in the hippocampus, possibly, as a result of chronic excess synaptic Glu release in the Tg mice.

#### Protein mis-folding correction and degradation

Enhanced expression of genes for heat shock proteins described above is not only indicative of a stress response but also of an overall increase in protein refolding or targeting for degradation. The category of *Protein mis-folding correction & degradation *(Table 2) included three chaperone proteins distinct from the two heat shock proteins (*Dnaja3 *and *Dnajb5*) described above. They were *Ahsa1 *(Activator of Heat Shock 90 kDa Protein ATPase Homolog 1), *Ahsa2*, and *Dnajc1 *(DnaJ [Hsp40] Homolog, Subfamily C, Member 1). 

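Ahsa1 and Ahsa2 encode proteins that speed up the ATPase of Hsp90, and Dnajc1 encodes a co-chaperone of the endoplasmic reticulum. Ahsa1 had a signal of 322 ± 42.2 in Tg and 211 ± 119 in wt mice (SD, n = 3) at the listed probeset, a log2 fold change of 0.68 (SE 0.303, adjusted p = 0.498). This log2 fold change is 1.08 without wt 3. Without both wt 1 and wt 2, a comparison chosen after seeing the data, it is -0.12. At the brightest Ahsa1 probeset every Tg array was below every wt array, 2834 ± 107 and 3103 ± 70.9, a log2 fold change of -0.13. Ahsa2 had 736 ± 65.8 in Tg and 786 ± 48.6 in wt mice, a log2 fold change of -0.095. Dnajc1 had 439.6 ± 61.8 and 429.5 ± 85.7, a log2 fold change of 0.041 that turns negative after quantile normalization or median centring and without Tg 1, wt 2 or wt 3. Chaperones as a group went both ways on the arrays labelled Tg, with 7 of 19 higher (median -0.029, camera adjusted p = 0.298). The brightest of them, Hspa8, had 35131 ± 1255 and 35712 ± 1572, and Hsp90aa1, which encodes a form of Hsp90, had 17637 ± 898 and 17467 ± 688. limma called 0 of the 19 over all probesets and 0 adjusted over the list alone, 2 were lower at an unadjusted p under 0.05, and Cyber-T called 0.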

Heat Shock Protein 90 is emerging as a very important chaperone in nerve cells and its activity may determine the viability of neurons in neurodegenerative diseases, such as Alzheimer's disease [33]. The Activators of Heat Shock 90 kDa Proteins (AHSA1 and AHSA2) are important regulators of the activity of this class of chaperones [34] and may be indicators of cellular response to excessive protein damage.

In addition to the over-expression of chaperone activator and chaperone protein genes in the Tg mice, six genes involved in protein degradation were also part of the GO category of *Protein mis-folding correction & degradation*. These are the genes for Ubiquitin-Specific Peptidases, including USP7, USP12, USP19, USP20, USP32 and USP47, which degrade proteins following the attachment of ubiquitin molecules to the proteins. In addition to these Ubiquitin-Specific Peptidase genes, the genes for Ubiquitin-Conjugating Enzymes, UBE2K and UBE3A, which covalently attach ubiquitin molecules to proteins destined for degradation, were also up-regulated in Tg mice. 

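Ubiquitin-specific peptidases remove ubiquitin from proteins, while Ube2k and Ube3a pass it on to them. At the probesets of Additional file 2 the peptidase genes Usp7, Usp12, Usp19, Usp20 and Usp47 had log2 fold changes of 0.50, 0.46, 0.63, 0.44 and 0.62. Usp47 had a signal of 347 ± 24.1 in Tg and 221 ± 31.4 in wt mice (SD, n = 3) there, with every Tg above every wt array (adjusted p = 0.312), and 2116 ± 104 and 2089.8 ± 97.4 at its brightest probeset. Without wt 2 the value of Usp7 is 0.25. For Usp19, wt 1 was the lowest wt array, at 144.5 against 257.6 and 286.8. For Usp12, wt 2 was the lowest, at 118.5 against 156.4 and 233.7, and without wt 3 the Usp12 value is 0.69. The listed probeset of Usp12 has a log2 fold change of -0.019 without both wt 1 and wt 2, a comparison chosen after seeing the data. At the brightest probesets, Usp7 was lower in every Tg than in every wt array, 2727 ± 109 and 3126 ± 137, and the other 4 were higher by 0.25, 0.17, 0.065 and 0.018 on the log2 scale. Usp32 had 4532 ± 485 and 4498 ± 292 at its brightest probeset, a log2 fold change of 0.0070 whose sign turns with median centring, array weights and single arrays left out (Tg 1, Tg 3, wt 1 or wt 2). Ube2k had 147 ± 13.9 in Tg and 53.2 ± 52.0 in wt mice at its dim listed probeset, a log2 fold change of 1.54 (SE 0.525, adjusted p = 0.368), and 4476 ± 346 and 4250.3 ± 271 at the brightest. Ube3a, a ubiquitin ligase, had 345 ± 74.1 and 286 ± 107 at the listed and 3395 ± 215 and 3287 ± 145 at the brightest probeset.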

The up-regulation of genes related to the correction of mis-folded proteins (i.e., chaperone activity) and those involved in the degradation of mis-folded proteins (i.e., ubiquitination and proteolysis), was indicative of a heightened level of protein modification, defects in folding, and likely loss of function of proteins in the *Glud1 *hippocampus.

The transcriptomic data reported here on the up-regulation of protein ubiquitination genes matched our previous observations of large accumulations of ubiquitinated proteins in neurons of the same region in older *Glud1 *mice [14]. It should be noted that in this study, the transcriptional up-regulation of protein ubiquitination genes occurred by nine months of age, that is, it preceded the accumulation and aggregation of ubiquitinated proteins (not observed until the Tg mice were at sixteen months of age [14]).

#### Chemokine and Toll-like receptor signalling

The significant up-regulation of two signalling pathways, *Chemokine signalling *and *Toll-like receptor signalling*, also reveals increased cell responses to stress in the Tg mice. Chemokines (short form of chemo-attractant cytokines) are peptides that control inflammatory responses in the immune system. In the brain, chemokines also activate pathways that lead to cell survival, cell adhesion, cell polarity, and synaptic transmission, that is, they control many of the GO biological processes or IPA bio-functions identified above (Tables 1 and 2) [35]. The genes included in the *Chemokine signalling *pathway (Table 2) were those of post-receptor signalling and included genes for the focal adhesion kinases *Ptk2b *(Protein Tyrosine Kinase 2 Beta) and *Ptk2 *(Protein Tyrosine Kinase 2), calcium-diacylglycerol-activated protein kinase C alpha (*Prkca*), stress kinases *Mapk8 *and *Mapk14*, and the calcium/calmodulin-dependent protein kinases *Camk2a *and *Camk2b*. Up-regulation of these chemokine signalling pathway genes would be expected to lead to activation of cell survival, growth, and synaptic transmission in neurons [35]. Furthermore, some of the same proteins are also involved in the Toll-like receptor signalling pathway [36], especially the stress-activated kinases *Mapk8 *and *Mapk14*.

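Ptk2b and Ptk2 encode focal adhesion kinases, and Prkca a protein kinase C. Ptk2b had a signal of 1833 ± 235 in Tg and 1282 ± 395 in wt mice (SD, n = 3) at the probeset of Additional file 2, a log2 fold change of 0.55 (SE 0.2, adjusted p = 0.399), which is 0.27 without wt 2. At its brightest probeset it had 7597 ± 444 and 6924 ± 219.6, and at both every Tg array was above every wt array. Ptk2 had 248 ± 54.0 in Tg and 133 ± 18.2 in wt mice, a log2 fold change of 0.81 (SE 0.245, adjusted p = 0.301), and no kept probeset is annotated to Ptk2 alone. Prkca had 5338 ± 851 and 4976 ± 303, a log2 fold change of 0.091 that is -0.033 without Tg 1. Genes of inflammatory mediators went both ways on the arrays labelled Tg, with 7 of 11 higher (median 0.062 as deposited and -0.0039 after median centring, camera adjusted p = 0.440). Nfkbia, an inhibitor of NF-kappa-B, had 3601 ± 341 and 3446 ± 282, and Serpina3n, a protease inhibitor, 978 ± 127 and 938 ± 109. Of 11 genes that mark microglia 4 were higher and 7 lower (median -0.018, camera adjusted p = 0.477). The receptor gene Csf1r was lower in every Tg than in every wt array, 5879.7 ± 192 in Tg and 6676 ± 284 in wt mice, and Ctss, a protease, had 3427 ± 139 and 3712 ± 346. limma called 0 genes of either list over all probesets or adjusted over the list alone, 1 microglial and 0 inflammatory genes had an unadjusted p under 0.05, and Cyber-T called 0.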

Toll-like receptors are normally activated by macromolecules associated with bacteria or viral particles and their activation leads to the innate immune responses in the immune system. In the brain, Toll-like receptors may be activated by macromolecules released from damaged cells [36] and they may serve an important function in clearing the extracellular space of potentially damaging molecules, such as the amyloid beta that accumulates in Alzheimer's disease [37]. Thus, stimulation of the chemokine and Toll-like receptor signalling pathways in brain cells may result from activation of stress signals within neurons and from breakdown products released following injury to neurons and glial cells. Overall, the transcriptomic profile of the *Glud1 *Tg hippocampal cells is a pattern of mounting defenses against cellular stress, enhancing cell survival/growth/differentiation and, as will be described below, preservation or re-establishing normal neuronal function, especially synaptic transmission.

#### Amino acid metabolism functions

Noticeable was the absence of either up-regulated or down-regulated genes that might be directly involved in Glu-glutamine metabolism or mitochondrial metabolic activity in *Glud1 *mice. 

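Of 12 genes of glutamate and glutamine metabolism, 4 were higher and 8 lower on the arrays labelled Tg (median log2 fold change -0.099). The list did not pass camera (adjusted p = 0.160). Glul, the glutamine synthetase of astrocytes, had a signal of 18456 ± 1343 in Tg and 17844 ± 2338 in wt mice (SD, n = 3), and Gad1, which makes GABA from glutamate, 9191 ± 637 and 10193 ± 1924. In the tricarboxylic acid cycle, 5 of 16 genes were higher (median -0.034, camera adjusted p = 0.339). Mdh2, malate dehydrogenase, was lower in every Tg than in every wt array, 12906 ± 183 in Tg and 14669 ± 1200.0 in wt mice, and Sdha, a subunit of succinate dehydrogenase, had 8678 ± 118 and 8889 ± 677. The genes of oxidative phosphorylation shared a small difference, with 56 of 66 lower (median -0.089, camera adjusted p = 3.03e-06, and adjusted p = 0.412 with an estimated correlation). Uqcrb, a subunit of complex III, had 28437 ± 1212 and 31784 ± 2887, and Cox6a1, a subunit of cytochrome oxidase, 27705 ± 1309.9 and 27085 ± 1569. The camera call for oxidative phosphorylation is lost after quantile normalization, where the median is -0.036 (adjusted p = 0.182). Leaving out both wt 1 and wt 2 was chosen after seeing the data and keeps only wt 3 in the wt group. The spread then comes from the Tg arrays alone, so the call cannot be judged there. Over the other alternatives the adjusted p runs from 1.04e-08 to 0.182. limma called 0 genes of the 3 lists over all probesets, 2, 2 and 9 were lower at an unadjusted p under 0.05, Cyber-T called 0, and adjusted over the list alone limma called 0, 0 and 1.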

The biological function amino acid metabolism (Table 2) had several up-regulated genes but these genes represented various types of kinases and phosphatases, as well as proteins involved in cell growth, differentiation, proliferation, and glycoside synthesis. Only one gene directly related to amino acid metabolism, *Ass1 *(Arginino-Succinate Synthetase 1), was down-regulated (Table 2). This enzyme is part of the urea cycle, a metabolic pathway that is also linked to Glu metabolism and to GLUD1 activity in mitochondria [38]. 

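Ass1 encodes the urea cycle enzyme that joins citrulline with aspartate. Its listed probeset was lower in every Tg than in every wt array, 376 ± 56.7 in Tg and 600.1 ± 76.1 in wt mice (SD, n = 3), a log2 fold change of -0.66 (SE 0.166, adjusted p = 0.239). That probeset is not annotated to Ass1 alone, and a dimmer one that is had 99.4 ± 64.9 and 97.3 ± 29.8, a log2 fold change of -0.16 (SE 0.503) whose sign comes from Tg 1, at 25.9 against 149 and 124 on the other Tg arrays.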

Down-regulation of this enzyme may represent neuronal compensatory responses that would lead to reduced 2-oxoglutarate and glutamate formation.

It is also particularly significant that one of the most down-regulated genes in *Glud1 *mice was the gene *Slc17a6 *(Solute Carrier Family 17, Member 6; or Vesicular Glutamate Transporter) (Table 2). This is the transporter for Glu uptake and storage in synaptic vesicles of neurons. 

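Slc17a6 encodes the vesicular glutamate transporter VGLUT2; the gene is also on the list of markers of the subiculum and other retrohippocampal cortex. At the listed probeset, which is also the brightest, its signal was lower in every Tg than in every wt array. It was 396 ± 204 in Tg and 773 ± 118 in wt mice (SD, n = 3), a log2 fold change of -1.03 (SE 0.266, adjusted p = 0.245). Its log2 fold change ranks at place 177 from the lowest among 31076 kept probesets. Without Tg 2 limma calls Slc17a6 at an adjusted p of 0.0395, with a log2 fold change of -1.41, and over all alternatives its adjusted p reaches 0.846. At another Slc17a6 probeset the Tg and wt values overlapped, with 237 ± 129 in Tg and 319 ± 87.0 in wt mice. The log2 fold change there was -0.53 (SE 0.372, adjusted p = 0.675). Slc17a7, which encodes VGLUT1, the transporter of pyramidal and granule cells, had 6201 ± 706 in Tg and 6387 ± 551 in wt mice, a log2 fold change of -0.045 (SE 0.0978).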

The decreases in the vesicular Glu transporter gene expression may represent another compensatory response in neurons aimed at decreasing the amount of Glu released at the synapse.

### Transcriptomic changes on synapse formation, synaptic transmission, and neurite outgrowth and elongation

Neuronal growth, differentiation and preservation of synaptic transmission were also reflected in the GO categories, IPA bio-functions and canonical pathways that were enriched with genes differentially expressed in Tg mice. The genes in these categories were mostly up-regulated in the Tg mouse hippocampus and fell into one of the following biological processes, bio-functions or pathways: *Nervous system development*, *Synaptic neurotransmission*, *Cytoskeleton and focal adhesion*, *Axonal guidance signalling, Ephrin receptor signalling*, *Integrin signalling*, *Neuregulin signalling*, *Neurotrophin/TRK signalling*, and *Synaptic long-term potentiation*. All of these categories are related to growth of nerve processes, differentiation of neurons, synapse formation, and synaptic transmission. 

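Grin2a and Grin2b encode subunits of NMDA receptors that bind glutamate and set how the channel opens. Grin2a had a signal of 277 ± 101 in Tg and 134 ± 80.9 in wt mice (SD, n = 3) on the arrays labelled Tg and wt, a log2 fold change of 1.05 (SE 0.381, adjusted p = 0.400). Its Tg and wt values overlapped, and the log2 fold change is 0.65 without wt 2 and 0.25 without both wt 1 and wt 2, a comparison chosen after seeing the data. Grin2b had 285 ± 66.7 in Tg and 139 ± 17.5 in wt mice at the probeset of Additional file 2, a log2 fold change of 0.94 (SE 0.241, adjusted p = 0.244), with every Tg above every wt array. At the brightest Grin2b probeset the signals were 1191 ± 218 and 1071 ± 134, a log2 fold change of 0.14. At another bright one every Tg was above every wt array, 1084 ± 232 and 708 ± 55.3. The log2 fold change there was 0.58 (SE 0.160, adjusted p = 0.260), while a dim Grin2b probeset had -0.091. Among 31076 kept probesets the listed ones rank at place 336 (Grin2a) and 527 (Grin2b) from the highest log2 fold change.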

*Synaptic neurotransmission*, one of the significantly altered GO biological processes in *Glud1 *mice (Table 1), contained two of the most up-regulated genes in *Glud1 *mice, those for the two Glu-activated synaptic receptors, the *N*-methyl-d-aspartate (NMDA) Receptor Subunits 2A and 2B (*Grin2A *and *Grin2B*). The IPA pathway analysis also identified *Synaptic long term potentiation*, a pathway related to activation of synaptic transmission, as one of the pathways that were significantly enriched with up-regulated genes (including *Grin2a *and *Grin2b*) (Table 2). The increased transcription for the two NMDA receptor proteins might appear to be counterintuitive in neural cells that are suffering from excess synaptic release of Glu, because NMDA receptors are highly permeable to Ca^2+ ^and the excess Ca^2+ ^entry is known to trigger oxidative stress and neuronal death [9]. It is quite likely, however, that the increased expression of NMDA receptor genes, especially *Grin2b*, was a reflection of the growth of new synapses [39]. The observed increases in gene expression for the synaptic membrane scaffold proteins (*Dlg1, Dlg2*, and *Dlg4*), and a protein involved in synapse strengthening (*Arc*, Activity-Regulated Cytoskeleton-Associated Protein), also fit a pattern of new synapse growth.

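Dlg1, Dlg2 and Dlg4 encode scaffolds that hold receptors in the postsynaptic membrane, Dlg4 being PSD-95. Dlg4 was higher in every Tg than in every wt array at all 3 of its probesets, with 2039 ± 658 in Tg and 1047 ± 545 in wt mice (SD, n = 3) at the listed one and 2169 ± 459 and 1333 ± 338 at the brightest, with log2 fold changes of 1.09 and 0.71 (adjusted p = 0.357 and 0.260). At the listed probeset of Dlg4 it is 0.53 without wt 2. Dlg2 had 397 ± 183 in Tg and 187 ± 33.1 in wt mice at the listed probeset and 2729 ± 391 and 2730.2 ± 140.1 at the brightest. Dlg1 was lower in every Tg than in every wt array, 2680.4 ± 112 and 3235 ± 111, a log2 fold change of -0.27 (SE 0.0847, adjusted p = 0.326). Arc had a log2 fold change of 0.78 (SE 0.225, adjusted p = 0.283). Genes of the postsynaptic density as a group went both ways, with 9 of 18 higher on the arrays labelled Tg (median 0.0035, from -0.086 to 0.093 over the alternatives, camera adjusted p = 0.444). With the mean of all probesets of a gene the list passes camera (adjusted p = 0.00717, in a range up to 0.946 over all alternatives), and as deposited it has adjusted p = 0.639 with an estimated correlation. Genes of synaptic vesicles and presynaptic release also went both ways, with 9 of 19 higher (median -0.093, camera adjusted p = 0.186). Their median runs from -0.16 to 0.036 over the alternatives. This list passes camera only without Tg 1 (adjusted p = 0.0280), and as deposited it has adjusted p = 0.582 with an estimated correlation. The vesicle release genes Snap25 and Syt1 had 32152 ± 1662 and 31411 ± 1206 and 24371 ± 1798 and 25986 ± 1709. limma called 0 genes of either list over all probesets, 5 postsynaptic and 2 presynaptic genes had an unadjusted p under 0.05, Cyber-T called 0, and adjusted over the list alone limma called 4 and 0.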

It was noted that gene expression for one type of NMDA receptor proteins, that of *Grin3a*, was decreased (down-regulated genes, *Nervous system development*, Table 1). 

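GRIN3A joins NMDA receptors and lowers their calcium current. Grin3a had a signal of 269 ± 40.2 in Tg and 365 ± 48.8 in wt mice (SD, n = 3), a log2 fold change of -0.42 (SE 0.191, adjusted p = 0.513) between the arrays labelled Tg and wt. The values of the groups overlapped.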

Because GRIN3A has a negative effect on synapse formation [40], the decreases in *Grin3a *transcription would fit with the hypothesis of neuronal compensatory responses in *Glud1 *Tg mice that lead to increases in new synapse formation (i.e., through decreases in a negative regulator of synapse formation). 

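Metabotropic receptors such as Grm4 and Grm8 act through G proteins, while Gria1, Gria3 and Grik2 encode channel subunits of AMPA and kainate receptors. Grm4 had a signal of 201 ± 50.5 in Tg and 285 ± 52.3 in wt mice (SD, n = 3), a log2 fold change of -0.49 (SE 0.240). Grm8 was near the dim limit at 82.5 ± 53.2 and 138 ± 37.8, a log2 fold change of -0.76 (SE 0.423) that is -0.37 without Tg 1. Gria1 had 9342 ± 769 in Tg and 8724 ± 733 in wt mice, and Grik2 416 ± 15.5 and 375 ± 23.1, log2 fold changes of 0.099 and 0.15. Other probesets had 9827 ± 596 and 7893 ± 1445 for Gria1 and 233 ± 43.9 and 185 ± 65.6 for Grik2, log2 fold changes of 0.33 and 0.35. Gria3 had 3373 ± 392 and 3425 ± 618 at the brightest probeset, a log2 fold change of -0.012 that turns positive after quantile normalization and without Tg 1, wt 1 or wt 3. Another Gria3 probeset had 1518 ± 217 in Tg and 1152 ± 350.4 in wt mice. Over 22 measured glutamate receptor genes, 7 were higher and 15 lower on the arrays labelled Tg (median -0.047, camera adjusted p = 0.351). Gria2, the brightest, had 13931 ± 607 and 13618 ± 519.6. limma called 0 of the 22 over all probesets and 0 adjusted over the list alone, 1 was higher and 3 were lower at an unadjusted p under 0.05, and Cyber-T called 0.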

The genes for several other Glu receptors were marginally altered, with some down-regulated (*Grm4 *[Glu Receptor, Metabotropic 4]: 1.27-fold) and *Grm8 *[Glu Receptor, Metabotropic 8]: 1.37-fold), while others were up-regulated (*Gria1 *[Glu Receptor, Ionotropic, AMPA 1]: 1.25-fold, *Gria3 *[Glu Receptor, Ionotropic, AMPA 3]: 1.27-fold, and *Grik2 *[Glu Receptor, Ionotropic, Kainate 2]: 1.27-fold). The Glu receptor family contains many members with divergent functions, differing kinetics of activation, differing affinities for Glu, and different sites of localization in regions of the brain or the synaptic region of neurons [9]. The overall influence that the small changes in expression of *Gria*'s, *Grm*'s and *Grik2 *may have on synaptic activity and neuronal integrity would be difficult to predict.

Other important molecular determinants of axon, dendrite and synapse growth included genes that were up-regulated in *Glud1 *Tg mice and are listed under the category of *Nervous system development *in Table 1. Among them were the ephrin type A receptor genes *Epha3, Epha4, Epha6*, and *Epha7*. 

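Ephrin type A receptors guide growing axons and shape dendritic spines. Epha4 was higher in every Tg than in every wt array, 2394 ± 621 in Tg and 1180.5 ± 94.9 in wt mice (SD, n = 3) at the listed probeset, a log2 fold change of 0.98 (SE 0.161, adjusted p = 0.174). Cyber-T called Epha4 at an adjusted p of 0.00736, and limma does so without Tg 2 (adjusted p = 0.0395, in a range up to 0.609 over all alternatives). At the brightest Epha4 probeset the signals were 3836 ± 332 and 2944 ± 76.2, a log2 fold change of 0.38 (adjusted p = 0.227). Epha6 had 629 ± 81.1 in Tg and 460.2 ± 19.4 in wt mice and Epha7 2076 ± 270.4 and 1598 ± 204, log2 fold changes of 0.43 and 0.37, again with every Tg above every wt array. Epha3 had 233 ± 43.9 in Tg and 156 ± 61.1 in wt mice at the listed probeset, and at its brightest it was lower in every Tg than in every wt array, 477 ± 15.6 and 575 ± 33.6. Over 11 measured neurotrophin, Trk and Eph receptor genes, 7 were higher on the arrays labelled Tg (median 0.22, camera adjusted p = 0.0174, and adjusted p = 0.224 with an estimated correlation). Of the 11, 5 are genes of Additional file 2, and without them the list does not pass (camera adjusted p = 0.0589). The median of the other 6 genes is 0.26, with 4 higher and 2 lower. The call is also lost without Tg 1, wt 1 or wt 3, and over all alternatives the adjusted p runs from 3.89e-05 to 0.0962. limma called 0 of the 11 over all probesets, 4 were higher at an unadjusted p under 0.05, Cyber-T called 0 at the brightest probesets, and 3 passed adjusted over the list alone.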

Ephrin and the ephrin type A receptors are known to be particularly important in the development of the small protrusions that project from the shafts of the dendritic processes of neurons, the spines. Dendritic spines represent the post-synaptic elements of neuronal synapses and are extremely important in the establishment and function of excitatory synapses. Spine-associated synapses are involved in the physiological processes related to learning and memory [41]. Spine growth and synapse formation is also regulated by neurotrophic factors, such as Brain-Derived Neurotrophic Factor (BDNF), and the respective receptors for these neurotrophic factors, such as NTRK2 and NTRK3 [42,43].

Cytoskeleton organization and formation of focal adhesions also play important roles in the elongation of neurites (axons or dendrites) and synapse formation. Gene transcriptional activity for these cellular structures was activated in the hippocampus of Tg mice as revealed by the up-regulation of genes in the GO category of *Cytoskeleton and focal adhesion *and in the bio-function *Cellular assembly and organization *(Tables 1 and 2). 

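Anp32a encodes an acidic nuclear phosphoprotein, Pitpnm2 a lipid transfer protein and Enc1 an actin-binding protein of the nervous system. Anp32a had a signal of 1268 ± 1049 in Tg and 444 ± 122 in wt mice (SD, n = 3) at the probeset of Additional file 2, a log2 fold change of 1.22 (SE 0.406, adjusted p = 0.350), which is 0.60 without Tg 3. Its brightest probeset had 4309 ± 65.4 and 4567 ± 283, a log2 fold change of -0.082. Enc1 had 434 ± 181 in Tg and 176 ± 41.0 in wt mice at the listed probeset, a log2 fold change of 1.17 (SE 0.279, adjusted p = 0.227), while the brightest had 29414 ± 1275 and 28211 ± 1159, a log2 fold change of 0.060. The listed probeset of Pitpnm2, at 103 ± 46.1 and 13.0 ± 13.5, was below the limit for testing, and the brightest had 1838 ± 115 and 1991 ± 34.9, a log2 fold change of -0.12. Egr2 had a log2 fold change of 1.88 (SE 0.491, adjusted p = 0.245), with every array labelled Tg above every wt array.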

Included among these up-regulated genes were *Anp32A *(Acidic Leucine-Rich Nuclear Phosphoprotein 32A), *Egr2 *(Early Growth Response 2) [44], *Ptk2b*, *Pitpnm2 *(coding for Phosphatidylinositol Transfer Protein Neuronal Membrane 2, a PTK2B-associated protein), and *Enc1 *(Ectodermal-Neural Cortex 1) [45]. *Anp32A *binds to a microtubule-associated protein during neurite formation or elongation [46], *Egr2 *regulates myelin sheath formation during axon development [44], *Ptk2b *and *Pitpnm2 *are involved in neurite elongation and synapse formation [47], and *Enc1 *is involved in neuronal differentiation [45]. Many of the same genes also appeared under the GO category and IPA bio-function of *Nervous system development *(Table 1), as would be expected for gene products that regulate the differentiation and growth of neurons during early development.

The GO category of *mRNA Processing *and the IPA bio-function of *RNA Post-transcriptional modification *contained many up-regulated genes in the Tg mouse hippocampus (Tables 1 and 2), including those for RNA editing, RNA binding and transport, and pre-mRNA splicing. Of particular interest among these genes was the gene *Syncrip*, the protein product of which has been identified to be associated with dendrites of neurons where it assists localized protein synthesis near synapses, possibly in response to incoming stimuli in neurons [48,49]. 

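SYNCRIP binds RNA and travels in granules along dendrites. Syncrip had a signal of 537 ± 133 in Tg and 326 ± 76.2 in wt mice (SD, n = 3) at the probeset of Additional file 2, a log2 fold change of 0.69 (SE 0.220, adjusted p = 0.333) between the arrays labelled Tg and wt, with every Tg above every wt array. At its brightest probeset the signals were 1389 ± 65.0 and 1448 ± 34.8, a log2 fold change of -0.060 (SE 0.0991).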

The up-regulation of *Syncrip *and other mRNA processing genes was indicative of increased trafficking and translation of mRNA's in the dendritic processes of *Glud1 *hippocampal neurons. This up-regulation of gene expression could be viewed as part of the pattern of neurite growth and differentiation described above.

The transcriptomic changes on synapse formation and neurite growth described in the present study of *Glud1 *Tg mice likely represent compensatory neuronal responses to chronic mild Glu hyperactivity. It is, of course, quite possible that the changes observed in 9-mo-old mouse hippocampi were the result of abnormal neural circuit development in Tg mice during embryonic or fetal development. 

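Over all categories, pathways and network boxes the paper lists 407 genes, among them Grin2b, Dlg4, Epha4, Bdnf and Fos. At the study's own probesets 329 were found, and 325 went the listed way on the arrays labelled Tg, Ntrk2 and Syncrip among them. At the brightest probeset of each gene 377 were measured. Of these, 287 went the listed way and 90 the other way, Ntrk2, Syncrip, Anp32a and Dlg1 among the latter, and 105 differed by at least 1.3-fold the listed way. With each array centred on its median, 244 went the listed way, because 132 up-regulated genes did so in place of 176. For 199 genes the brightest probeset is another one than the study's, and 139 of these went the listed way, 18 of them by at least 1.3-fold. limma called 0 of the 407 genes over all probesets at either probeset. At an unadjusted p under 0.05 there were 212 at the study's own and 117 at the brightest probesets, of which Cyber-T called 18 and 13. Adjusted over the list alone, limma called 179 and 57, which is not independent evidence, since the study chose the lists on these samples. From the categories of synapse formation and neurite growth, the paper proposes that the differences represent compensatory responses of neurons to the chronic increase in Glu activity.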

Although such a scenario may be difficult to disprove, it should be pointed out that similar transcriptomic analyses at a very early age (10 days post-birth), in the same brain region as that analyzed in the present study, showed that the hippocampus of Tg mice at this young age is very similar to that of wt mice in terms of transcriptomic pattern (Wang, X., Hui, D., Michaelis, E.K., unpublished observations). These findings would indicate that the moderate Glu hyperactivity in the *Glud1 *Tg mice did not affect early brain development. Therefore, while exposure to moderate Glu hyperactivity during embryonic and fetal brain development might lead to small alterations in neural circuitry, these do not translate to the significant transcriptomic changes reported here.

### Gene network for neurite outgrowth and elongation

In order to elucidate how genes involved in neurite outgrowth and elongation interact to promote neuritogenesis in the *Glud1 *mouse brain, a gene network was constructed for these genes and their partners (Figure 2). Key players in this network include proteins involved in focal adhesion of cell membranes to the extracellular matrix, the focal adhesion kinases [47], activators of the organization of cytoskeletal elements, the Rho GTPases, and cytoskeletal element organizing-proteins, actin and actin-associated proteins [43]. The information on gene-gene interactions displayed in this network was based on experimental evidence collected from previously published literature reports.

**Figure 2:**
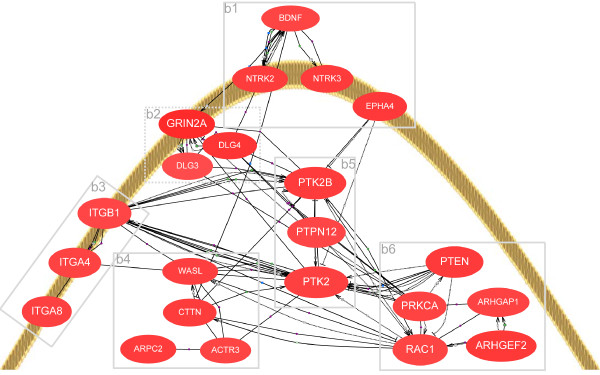
**Network of genes for neuritogenesis and neurite elongation**. A neurite growth cone and genes related to neuritogenesis and neurite elongation are shown. These genes are grouped on the basis of their functions and these gene groups are marked by dotted-line boxes. The function groups in these boxes are: b1 - growth factor and ephrin receptors; b2 - Glu receptor and scaffolding genes; b3 - extracellular matrix interacting genes; b4 - actin-organizing genes; b5 - focal adhesion complex genes; and b6 - signal transduction (kinase, phosphatase, small GTPase-binding and activating) genes. The lines between genes indicate their interactions based on previously published experimental data (multiple interaction types, such as activation, inhibition, binding, etc., exist in the network). All genes in this network were up-regulated in the *Glud1 *neurons, indicative of neuronal efforts to re-grow neurites in response to neurite loss observed in Tg mouse neurons. PTK2B, a major focal adhesion kinase, is a hub node in this network, indicating that it is one of the key gene players in neuritogenesis and neurite elongation.

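The network has 22 genes, from growth factor and ephrin receptors at the membrane to regulators of the cytoskeleton. Additional file 2 lists 11 of them, and all 11 had higher signals on the arrays labelled Tg at the listed probeset, among them Ntrk2, Epha4, Dlg4, Ptk2 and Arpc2. At the brightest probeset 20 genes were measured, of which 18 were higher as deposited, while Ntrk2 and Rac1 were lower. With each array centred on its median, Actr3 turns from 0.060 to -0.0058. Centring shifts every log2 fold change by the same amount, so the smaller values of Arpc2 (0.038), Ptpn12 and Arhgap1 (0.0014) turn negative too. Only Grin2a and Dlg4 differed by at least 1.3-fold there. Ptpn12, a phosphatase, had a log2 fold change of 0.0087, and Dlg3, another scaffold, 0.099. No kept probeset is annotated to Ptk2 alone. limma called 0 of the network genes over all probesets at either probeset. At the listed probesets 10 had an unadjusted p under 0.05 and Cyber-T called Epha4, against 5 and 0 at the brightest.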

During neurite outgrowth, extracellular growth and guidance signals bind to their receptors on the distal end of the neurites (i.e., the growth cone) and such binding triggers downstream intracellular signal cascades that induce neurite elongation. BDNF is one of such upstream signals for neurite outgrowth and its transcription was modestly up-regulated in the Tg animals. 

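Bdnf encodes a neurotrophin, Ntrk2 its receptor TrkB and Ntrk3 the related receptor TrkC. Bdnf was higher in every array labelled Tg than in every wt array, 909.7 ± 96.2 in Tg and 729 ± 65.3 in wt mice (SD, n = 3), a log2 fold change of 0.31 (SE 0.131, adjusted p = 0.477). Ntrk2 had 329 ± 32.1 in Tg and 132 ± 70.7 in wt mice at the probeset of Additional file 2, a log2 fold change of 1.33 (SE 0.314, adjusted p = 0.227). Its brightest probeset, with 3674 ± 107 and 4177 ± 369.9, went the other way, with a log2 fold change of -0.18. Ntrk3 had 253 ± 19.0 in Tg and 158 ± 45.2 in wt mice at the listed probeset, a log2 fold change of 0.66 (SE 0.246, adjusted p = 0.412), and 1678 ± 244 and 1524 ± 87.2 at the brightest.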

The genes for two cell surface receptors of BDNF, *Ntrk2 *and *Ntrk3*, were significantly up-regulated. Other cell membrane receptors in this network that interact with the extracellular matrix during neurite elongation, include members of the integrin family, and several of those genes were also up-regulated. Integrins contain one α-subunit and one β-subunit; genes coding for both subunits were up-regulated, including *Itga4*, *Itga8*, and *Itgb1*.

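Itga4 and Itga8 encode α-subunits of integrins and Itgb1 the β-subunit that pairs with both. Itgb1 had a signal of 529.8 ± 34.4 in Tg and 466 ± 83.1 in wt mice (SD, n = 3), a log2 fold change of 0.19 (SE 0.162) between the arrays labelled Tg and wt. This value is 0.33 without wt 3. Without both wt 1 and wt 2, a comparison chosen after seeing the data, it is -0.081. Itga4 had 584 ± 48.7 and 547 ± 90.1, a log2 fold change of 0.10 (SE 0.155) that is 0.0013 without wt 1 and 0.22 without wt 2. Itga8 had 232 ± 10.6 in Tg and 204 ± 34.2 in wt mice at the listed and 613 ± 25.4 and 496 ± 146 at the brightest probeset, log2 fold changes of 0.19 and 0.34. The value at the listed Itga8 probeset is 0.055 without wt 1. At the brightest Itga8 probeset wt 1 was also the lowest wt array, at 327.4 against 576.2 and 584.5. In all 3 genes the Tg and wt values overlapped.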

Neuritogenesis requires efficient organization and regulation of the cytoskeleton in the growth cone region. Actin filament re-organization can be brought about by the actin-related protein complex 2/3 (*Arpc2*), which was up-regulated in *Glud1 *mice. The expression of several other genes whose products interact with actin filaments or microtubules in the growth cone was also up-regulated in *Glud1 *mouse hippocampus, including *Actr3 *(Actin-Related Protein 3), *Cttn *(Cortactin), and *Wasl *(Wiskott-Aldrich Syndrome-Like). 

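Arpc2 and Actr3 encode subunits of the Arp2/3 complex, which branches actin filaments, and Cttn and Wasl encode proteins that turn it on. Arpc2 had a signal of 250.4 ± 35.3 in Tg and 133 ± 17.7 in wt mice (SD, n = 3) at the probeset of Additional file 2, a log2 fold change of 0.83 (SE 0.234, adjusted p = 0.264), with every Tg above every wt array. Its brightest probeset had 13619 ± 773 and 13255 ± 376, a log2 fold change of 0.038 (SE 0.0719). Wasl was higher in every array labelled Tg than in every wt array, 6625 ± 674 in Tg and 5710.2 ± 219.7 in wt mice, a log2 fold change of 0.21 (SE 0.0879, adjusted p = 0.473). Cttn was so at the listed and the brightest of its 5 probesets, with 1006 ± 13.7 and 832 ± 94.6 and 8454 ± 391 and 7796 ± 489, log2 fold changes of 0.28 and 0.12. Actr3 had 9407 ± 561 and 9011 ± 201, a log2 fold change of 0.060 that turns to -0.0058 when each array is centred on its median. At 2 other Actr3 probesets every Tg was above every wt array, with log2 fold changes of 0.31 and 0.21.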

PTK2B is also involved in actin reorganization within the growing ends of neurites [50].

The up-regulation of genes in this network, collectively, pointed in the direction of enhanced neurite outgrowth and elongation in neurons of *Glud1 *brain. From the constructed network, it was also clear that PTK2B is one of the most connected nodes and a central hub in the network. In the dendrites of neurons, PTK2B protein is associated with NMDA receptors and is involved in long-term changes of synaptic activity [51-54]. The role of NMDA receptors in synapse growth was described above. As captured in the network, genes for partners of PTK2B were also up-regulated in *Glud1 *hippocampal neurons, including the protein kinase *Prkca *and the small GTPase *Rac1 *(RAS-Related C3 Botulinum Substrate 1).

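RAC1 is a small GTPase that drives actin assembly in growth cones. Rac1 had a signal of 15367 ± 449.8 in Tg and 15502 ± 355 in wt mice (SD, n = 3), a log2 fold change of -0.013 (SE 0.0669, adjusted p = 0.965) between the arrays labelled Tg and wt. The sign of this small difference turns after quantile normalization and without Tg 3 or wt 1. The other kept Rac1 probeset had 4501 ± 91.7 and 4075 ± 299, a log2 fold change of 0.15.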

### Immunohistochemical characterization of PTK2B and phospho-PTK2B levels in hippocampal neurons

To initiate neurite outgrowth and elongation, PTK2B needs to be translocated from cytosol to the plasma membrane. This translocation depends on its biochemical activation via auto-phosphorylation on Tyr ^402 ^(PTK2BpY402), which is further dependent on the state of Ca^2+ ^signaling in neurons [55]. Excess [Ca^2+^]_i _in neurons subjected to increased Glu activity in *Glud1 *mice, may cause increases in PTK2BpY402 levels and lead to subsequent PTK2B translocation to the plasma membrane of neurons. To determine whether the events associated with PTK2B-mediated neurite growth are indeed more pronounced under the conditions of chronically increased Glu activity in brain, we probed for evidence of changes in the phosphorylation status of PTK2B, as well as for changes in total protein levels of PTK2B in *Glud1 *mice.

Immunohistochemical labelling with anti-PTK2B pan-antibodies and selective antibodies against the phosphorylated form of PTK2B was performed in 10-12 mo-old mice, an age very close to the 9 mo-old mice used for the microarray analyses. Labelling with the pan-antibodies to PTK2B was strong in cell bodies and dendrites of hippocampal CA1 pyramidal neurons of wt mice, and relatively strong in *Glud1 *mice (e.g., Figure 3B, F). The cell bodies and dendrites of neurons in the same sections were also labelled by antibodies to microtubule-associated protein 2A (MAP2A), a protein that is known to be expressed in neuronal cell bodies and dendrites. As we reported previously [14], we observed lower levels of MAP2A labelling in dendrites of the CA1 region of the hippocampus of *Glud1 *mice as compared with the same region in wt mice (e.g., Figure 3A, E). Densitometric analyses of three fields of equal areas (3128 *μ*m^2^/field) in the CA1 *stratum radiatum *dendrite region from three hippocampus sections from three *Glud1 *and three wt mice, revealed significant decreases in MAP2A labelling in the Tg mice (MAP2A = 26.51 ± 2.56, mean ± SEM, for *Glud1*; 37.83 ± 1.31, for wt mice; *P *= 0.029, One-way ANOVA, pair-wise comparisons Student-Newman-Keuls). Yet, despite the loss of labelling by MAP2A, PTK2B labelling appeared to be well preserved in the dendrites of neurons from the *Glud1 *mice as revealed by the lack of significant differences in the same fields of the *stratum radiatum *of the CA1 region from the same sections of *Glud1 *and wt mouse hippocampus as those analyzed for MAP2A labelling (PTK2B = 43.72 ± 4.21, for *Glud1*; 41.32 ± .03, for wt; n = 3 Tg and 3 wt mice; *P *= 0.69, ANOVA).

**Figure 3:**
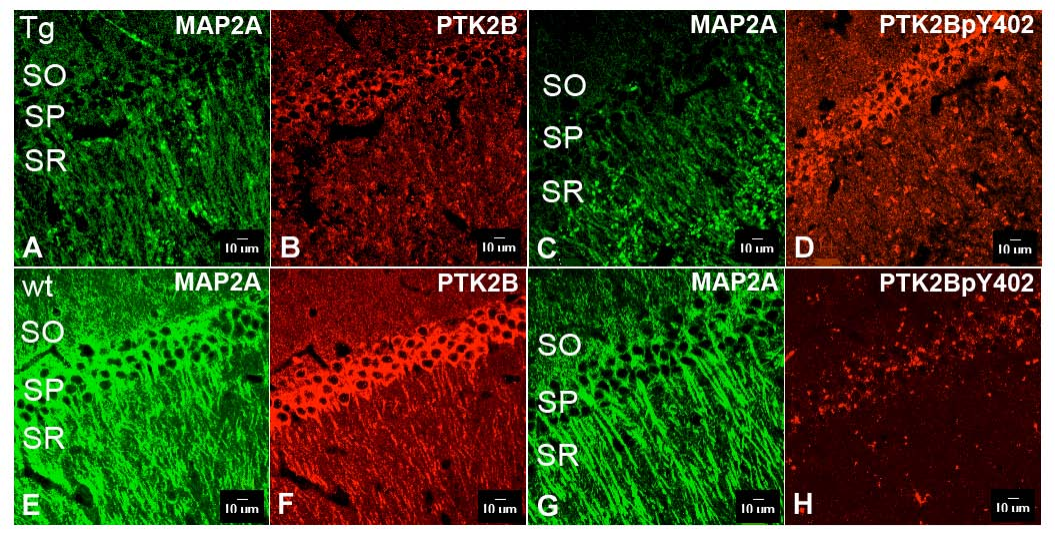
**Up-regulation of PTK2B detected by immunolabelling in the hippocampal CA1 region of *Glud1 *Tg mouse brain**. Antibodies against PTK2B, phosphorylated PTK2B (PTK2BpY402), and MAP2A were used to label reactive neurons in the hippocampal CA1 region of 11 mo *Glud1 *(A-D) and wt (E-H) mice. Immunolabelled sections were examined under confocal microscopy as described under Methods. Compared with hippocampus neurons in wt mouse, those in the *Glud1 *Tg mouse exhibited a substantial decrease in dendritic labelling by MAP2A (see also text). On the other hand, labelling by PTK2BpY402 in Tg mouse hippocampus appeared to be higher than that observed in wt mice. After normalization of PTK2BpY402 immunoreactivity by expressing it as a ratio of PTK2BpY402 to MAP2A labelling, the levels of PTK2BpY402 were significantly higher in the *Glud1 *Tg neurons (see also text), a possible sign of increase in neurite growth in neurons of Tg mice. SO, *stratum oriens*; SP, *stratum pyramidale*; SR, *stratum radiatum*. Scale bars: 10 μm.

In addition to the PTK2B labelling in dendrites, the levels of the phosphorylated form of PTK2B, PTK2BpY402, were also well preserved in the CA1 region of the hippocampus from *Glud1 *mice (Figure 3D, H). Once again, the labelling by MAP2A antibodies (e.g., Figure 3C, G) in these same sections from *Glud1 *mice was significantly lower than that in wt mice (MAP2A = 22.29 ± 2.66 for *Glud1 *mice; 32.88 ± 3.01, for wt mice; n = 3 Tg and 3 wt mice; *P *= 0.039, ANOVA). In order to standardize the labelling by PTK2BpY402 to the loss of MAP2A labelling in dendrites of 10-12 mo-old Tg mice, we examined the ratio of labelling (pixel density) by anti-PTK2BpY402 to that of anti-MAP2A. This ratio was significantly higher in the *Glud1 *mice (*Glud1 *= 1.22 ± 0.38; wt = 0.37 ± 0.02; n = 3 Tg and 3 wt mice; *P *= 0.046, ANOVA).

To determine whether these observations were consistent across different ages of Tg and wt mice, we also examined the same brain regions in three pairs of younger (5 mo-old) and in three pairs of older (19-20 mo-old) *Glud1 *and wt mice, using identical methodologies as described above. Two-way ANOVA of the ratios of PTK2BpY402 to MAP2A labelling (pixel density) in the *stratum radiatum *of the CA1 region of 5, 10-12, and 19-20 mo-old mice indicated a significant effect of the transgene *Glud1 *when all ratios across all ages in *Glud1 *mice were compared with those of the wt (*P *= 0.002). Pair-wise comparisons (Student-Newman-Keuls method) revealed significant differences in the ratios between Tg and wt mice of 10-12 mo of age (*P *= 0.013) and of 19-20 mo of age (*P *= 0.028). Although there was a trend of increasing PTK2BpY402 to MAP2A ratios with advancing age in both wt and Tg mice, there was no significant age effect detected (*P *= 0.236). Overall, the immunohistochemical characterization of PTK2B and phospho-PTK2B levels in hippocampal neurons indicated that not only protein levels but also biochemical activation (i.e., phosphorylation) of PTK2B were significantly increased in the Tg mouse hippocampus.

The *in situ *labelling of PTK2B and PTK2BpY402 revealed the differential pattern of distribution of the activated and non-activated forms of this key kinase. Double immune labelling with MAP2A and PTK2B showed a relatively smooth, continuous pattern of distribution and co-localization of both proteins in dendrites, although the PTK2B labelling appeared to be more superficial than that of MAP2A in the dendrite shafts (Figure 4A). On the other hand, PTK2BpY402 was accumulated in small or large puncta, some of them projecting off the surface of CA1 neuronal dendrites (Figure 4B). These phospho-PTK2B accretions might represent areas of growth of new spines, new dendrite branches, or new synapses.

**Figure 4:**
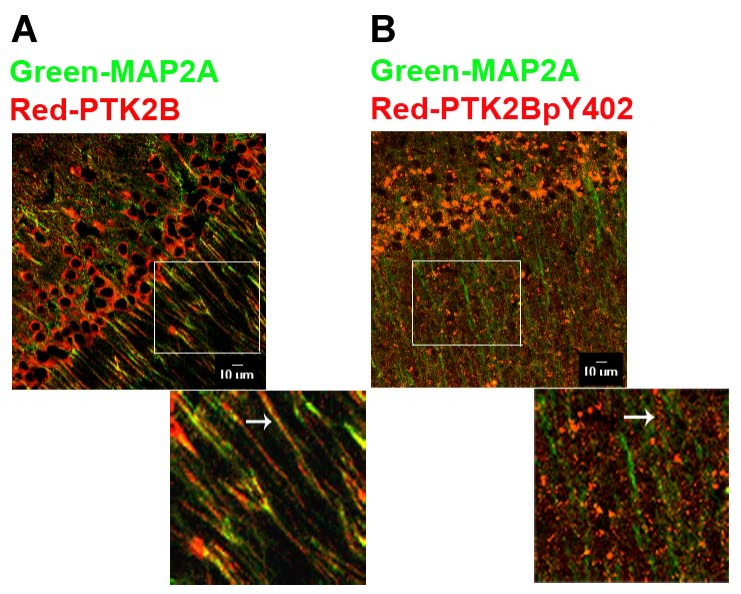
**Localization of PTK2B and PTK2BpY402 in dendrites of CA1 hippocampus neurons in Tg mice**. Labelling with antibodies to PTK2B, PTK2BpY402, and MAP2A were performed exactly as in Figure 3. The labelled sections were imaged using confocal microscopy and are shown as super-imposed images of PTK2B and MAP2A (A) or PTK2BpY402 and MAP2A (B). Sections were obtained from 20 mo-old mice. Enlarged images of dendrite regions from the *stratum radiatum *enclosed by white squares in A and B are presented below the respective images. Note the relatively uniform distribution of PTK2B in dendrites of the CA1 region as compared to the large puncta of immunolabelling by anti-PTK2BpY402. Arrows point to the two types of labelling by anti-PTK2B and anti-PTK2BpY402 antibodies along the path of a dendrite in CA1 *stratum radiatum*. Bar: 10 μm.

### Increased Ca^2+ ^signalling, Ca^2+ ^extrusion from cells, and Glu transport into glial cells

As mentioned above, Glu activation of its receptors leads to increased Ca^2+ ^influx into neurons and may initiate a series of injurious events for neurons. In addition, the processes of spine and synapse formation in brain neurons are regulated by intracellular Ca^2+ ^levels [56]. A rise in intracellular Ca^2+ ^concentration to a low level, leads to elongation or growth of spines, whereas at higher levels causes spine retraction. Since increased release of synaptic Glu would likely lead to hyper-activation of its receptors and increased accumulation of intracellular Ca^2+^, it might be expected that neurons of the *Glud1 *mice would adapt to over-stimulation of Glu receptors by increasing systems that either pump Ca^2+ ^out of cells or sequester Ca^2+ ^into organelles. It is not surprising, therefore, that the GO category of *Ion transport and homeostasis *and the IPA canonical pathway of *Ca*^*2+ *^*Signalling *included the two key genes involved in Ca^2+ ^transport out of cells, *Atp2b2 *(ATPase, Ca^2+ ^Transporting, Plasma Membrane 2) and *Slc8a2 *(Solute Carrier Family 8 [Sodium/Calcium Exchanger], Member 2) (Tables 1 and 2). In addition to the genes whose function is the regulation of intracellular Ca^2+ ^levels, there were several genes whose expression was up-regulated and whose function is the modulation of intracellular signalling mediated by Ca^2+^, such as *Camk2a*, *Camk2b*, and *Ppp3ca *(Protein Phosphatase 3, Catalytic Subunit, Alpha Isoform). 

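Atp2b2 encodes a calcium pump of the plasma membrane and Slc8a2 a sodium-calcium exchanger. Atp2b2 was higher in every array labelled Tg than in every wt array at the listed probeset, 1979.8 ± 160.0 in Tg and 1424 ± 88.9 in wt mice (SD, n = 3), a log2 fold change of 0.47 (SE 0.104, adjusted p = 0.227). Its brightest probeset had 5144 ± 290.5 and 5129 ± 184, a log2 fold change of 0.0035. Slc8a2 had 238 ± 30.5 in Tg and 76.3 ± 37.2 in wt mice at the listed probeset, a log2 fold change of 1.52 (SE 0.321, adjusted p = 0.212), and 199 ± 41.8 and 186 ± 4.90 at the brightest. Of 11 genes of calcium extrusion and sequestration, 8 were higher (median 0.029 as deposited and -0.037 after median centring, camera adjusted p = 0.160). Atp2b1, another pump of the plasma membrane, was higher in every Tg than in every wt array, 14158 ± 1832 in Tg and 10878 ± 952 in wt mice, a log2 fold change of 0.38 (adjusted p = 0.247). Atp2a2, the pump of the endoplasmic reticulum, had 16409 ± 830.0 and 17495 ± 1059. The list passes camera after quantile normalization (0.0327) and with the mean of all probesets of a gene, and the adjusted p runs from 0.00717 to 0.379 over all alternatives. As deposited it has adjusted p = 0.343 with an estimated correlation. limma called 0 of the 11 over all probesets, 2 were higher at an unadjusted p under 0.05, Cyber-T called 0, and limma called 1 adjusted over the list alone.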

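Camk2a and Camk2b encode the subunits of a calcium-dependent kinase that is abundant at synapses, and Ppp3ca the catalytic subunit of calcineurin. Camk2b was higher in every array labelled Tg than in every wt array, 6956 ± 648 in Tg and 5591 ± 151 in wt mice (SD, n = 3), a log2 fold change of 0.31 (SE 0.0846, adjusted p = 0.258). Camk2a had 1195 ± 134 in Tg and 758 ± 105 in wt mice at the listed probeset, a log2 fold change of 0.65 (SE 0.137, adjusted p = 0.212). Its brightest probeset had 20215 ± 6144 and 15959.5 ± 1852, a log2 fold change of 0.30 (SE 0.177). Ppp3ca had 26836 ± 991 and 25457 ± 2203, a log2 fold change of 0.079 (SE 0.0762). This value is 0.013 with each array centred on its median. It is 0.17 without both wt 1 and wt 2, a comparison chosen after seeing the data. At 2 other Ppp3ca probesets every Tg was above every wt array, with log2 fold changes of 0.19 and 0.14.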

The proteins coded by these three genes have important functions in synaptic transmission and long-term changes in synaptic activity.

Cells in the hippocampus of *Glud1 *mice made, apparently, compensatory changes not only in the handling of Ca^2+ ^but also in the elimination of excess Glu released by neurons in the brain of Tg mice. The major Glu transporters that remove Glu from the brain synaptic cleft are SLC1A2 (Solute Carrier Family 1 [Glial High Affinity Glutamate Transporter], Member 2) and SLC1A3, another glial high affinity Glu transporter. SLC1A2 is the predominant transporter expressed in the plasma membrane of hippocampus glial cells [57]. The transcription of *Slc1a2 *was highly (2.2-fold) up-regulated in *Glud1 *mice (Additional file 1). In addition, the transcription of the gene *Slc1a1 *for the neuronal Glu transporter was moderately (1.28-fold) increased in neurons of *Glud1 *mice. 

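Slc1a2 encodes the main glutamate transporter of astrocytes. At the dim probeset of Additional file 2 its signal was 278 ± 115 in Tg and 158 ± 35.6 in wt mice (SD, n = 3). Every array labelled Tg was above every wt array there. The log2 fold change was 0.71 (SE 0.287, adjusted p = 0.460), and 0.41 without Tg 3. At the brightest probeset the signal was 28621 ± 1584 in Tg and 29184 ± 1345 in wt mice, a log2 fold change of -0.029 (SE 0.0704, adjusted p = 0.920). Of 10 genes that mark astrocytes, 9 were lower at their brightest probeset (median -0.15, camera adjusted p = 0.0144, and adjusted p = 0.224 with an estimated correlation). Aldoc, an aldolase of astrocytes, was lower in every Tg than in every wt array, 23814 ± 1203 and 26548 ± 1376. The camera call is lost after quantile normalization, with the mean of all probesets of a gene, without Tg 2 and without wt 3, and the adjusted p runs from 0.00405 to 0.591 over all alternatives. limma called 0 of the 10 over all probesets and 0 adjusted over the list alone, 2 were lower at an unadjusted p under 0.05, and Cyber-T called 0.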

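Slc1a1 encodes the glutamate transporter of neurons. Its brightest probeset had a signal of 3562 ± 274 in Tg and 3761 ± 62.2 in wt mice (SD, n = 3), a log2 fold change of -0.081 (SE 0.0861, adjusted p = 0.795). A pair of dimmer Slc1a1 probesets had higher signals on the arrays labelled Tg, 1434 ± 15 and 859 ± 178 in Tg against 1150.5 ± 133 and 588 ± 84.7 in wt mice, log2 fold changes of 0.32 and 0.52. Of 6 plasma membrane and vesicular glutamate transporter genes, 1 was higher and 5 were lower at the brightest probeset (median -0.063, camera adjusted p = 0.298). limma called 0 of the 6 over all probesets, 1 was lower at an unadjusted p under 0.05, Cyber-T called 0, and limma called 1, Slc17a6, adjusted over the list alone.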

In separate studies, we found that the levels of the SLC1A1 protein were increased in nerve ending particle (synaptosome) prepared from the brains of 12-mo-old Tg mice (1.39-fold) over those of wt mouse brain. Although the differences between *Glud1 *and wt mice in gene and protein levels were not large, transport of radioactive Glu ([^3^H]Glu) into nerve ending particles by, primarily, the neuronal Glu transporters was significantly increased: V_max _for [^3^H]Glu transport in *Glud1 *mouse particles was 5.7 ± 0.57 pmol•mg protein^-1^•min^-1 ^and for the wt was 3.4 ± 0.46 pmol•mg protein^-1^•min^-1 ^(*P *= 0.013; n = 3). The increased gene expression of Glu transporters together with the increases in protein and transport activity were congruent with the idea of a compensatory response in Tg mice that would clear synapses of excess extracellular Glu in the brain.

### Correlation of GeneChip data with quantitative PCR and immunoblot assays

To validate the GeneChip-derived gene expression data, we conducted real-time quantitative PCR and immunoblot analyses of several key genes or their protein products. The obtained results indicated a strong correlation of these data with the data from microarray analyses (Figure 5). This correlation was significant, with the Pearson correlation coefficient (*r*) being equal to 0.80 and the estimated *P *value equal to 0.01.

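On the arrays labelled Tg all 9 genes had positive log2 fold changes at the probeset of Additional file 2, or for Gria1, which is not listed there, at the brightest probeset. Arhgap12 had a signal of 285 ± 49.8 in Tg and 197 ± 22.0 in wt mice (SD, n = 3) at the listed probeset, a log2 fold change of 0.49 (SE 0.212, adjusted p = 0.489), and 1127 ± 58.7 and 1050.0 ± 14.8 at the brightest. Arhgef2 had 606 ± 227 in Tg and 342 ± 49.0 in wt mice at the listed probeset, a log2 fold change of 0.73 (SE 0.258, adjusted p = 0.391), and 1141 ± 16.5 and 1023 ± 95.7 at the brightest. At a further Arhgef2 probeset every Tg was above every wt array, 1052 ± 49.7 and 680 ± 106. The log2 fold change there was 0.63 (SE 0.138, adjusted p = 0.223). The remaining genes, Arpc2, Epha4, Dlg4, Grin2a, Grin2b and Ptk2b, are plotted at the same pair of probesets. Their differences kept their sign at the brightest probeset but were smaller for 7 of the 8 listed genes, Grin2a having 1 probeset for both.

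**Figure D2:**
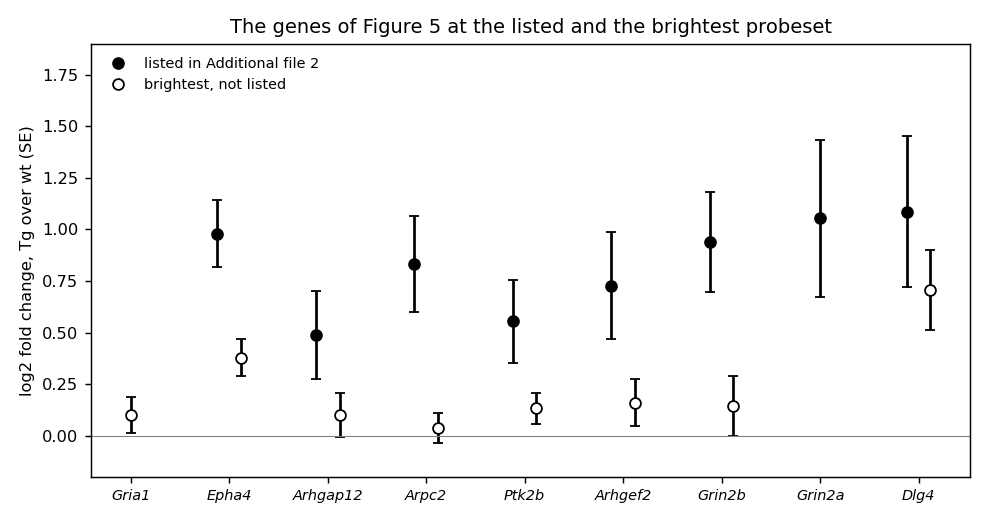
Log2 fold change (Tg minus wt, MAS5 signals) of the genes of Figure 5 at the probeset of Additional file 2 (filled) and at the brightest probeset (open), with standard errors from limma. Arpc2 stands at 0.83 and 0.038, Dlg4 at 1.09 and 0.71.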

**Figure 5:**
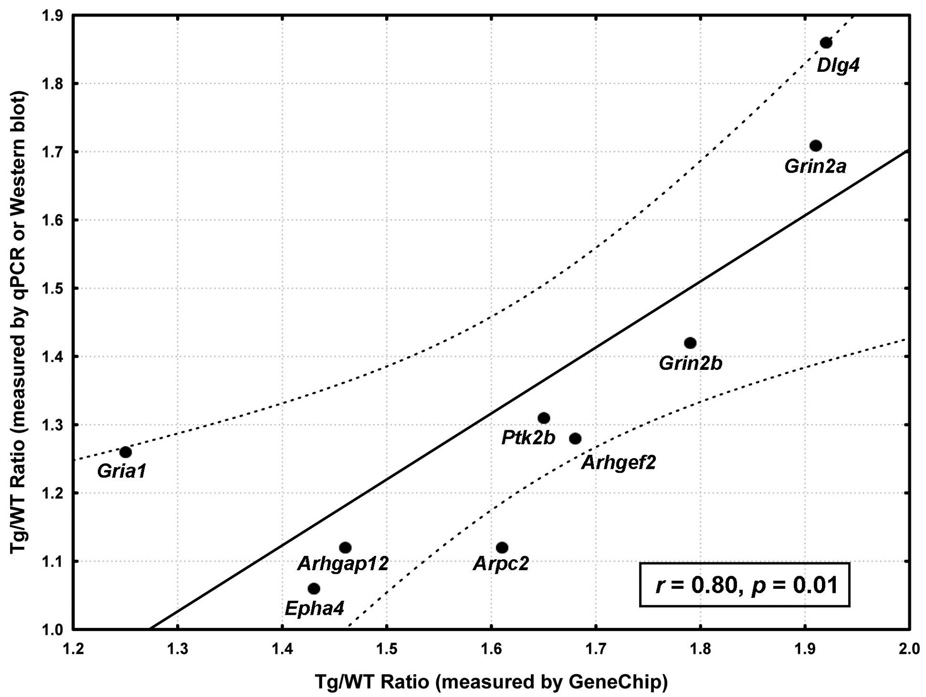
**Correlation of GeneChip data with real-time quantitative PCR or immunoreactivity data of nine important genes with significantly altered expression in the *Glud1 *mice**. To validate the GeneChip data, confirmatory data were collected by both real-time quantitative PCR and Western blot analyses. Three replicate measurements were performed on each gene (or protein) and the mean value is shown here. Real-time quantitative PCR was used for the measurements of *Arhgap12*, *Arhgef2*, *Arpc2 *and *Epha4*, while Western blots were used for the products of *Dlg4*, *Gria1*, *Grin2a*, *Grin2b *and *Ptk2b*. The Pearson correlation coefficient (*r*) between the GeneChip and confirmatory data, and the estimated *p *value, are shown at the bottom. The best-fit linear regression line (solid line) and the estimated 95% confidence limits (dashed lines) are also shown.

## Conclusions

In our previous studies, we have shown that over-expression of *Glud1 *and the resultant moderate excess Glu formation and synaptic release, were correlated with neuronal, dendritic spine, and nerve ending losses in select regions of the brains of Tg mice, such as the CA1 region of the hippocampus. The selective nature of neuronal damage in *Glud1 *mice probably contributes to their survival into early aging, thus affording the opportunity to examine the effects of *Glud1 *over-expression and excess Glu formation and release on molecular and cellular pathways in brain across the lifespan.

Aging in human brain is associated with the selective loss of synapses and neurons that are glutamatergic and occurs in the absence of widespread loss of neurons or synapses throughout the brain [19,21,58]. The neuronal populations in human brain that are susceptible to injury are some of the same populations of neurons that die in increasing numbers with advancing age in *Glud1 *Tg mice [14]. In this respect, the *Glud1 *Tg mice are, potentially, a good model of the selective synapse and nerve cell losses that are associated with advancing age in humans. Several studies have shown that baseline extracellular levels of Glu in brain, as well as the increases in Glu release following depolarization of neurons, are 75 to 100% greater in the brains of aged rodents as compared with those of young organisms [59,60]. The age-associated increases in extracellular Glu are thought to occur because of some loss of function of Glu transporters during aging [61-64].

The *in vivo *effects of life-long increases in Glu formation and depolarization-induced release of Glu on neuronal structure, function and adaptive molecular responses of neurons and glia have not been characterized previously. Most studies have examined the cellular and molecular responses of neurons to the toxicity produced following acute exposure to excess Glu or NMDA [65,66]. As mentioned in a previous publication [14], the neuronal damage caused by chronic Glu hyperactivity under neuropathological conditions cannot be easily reproduced by *in vitro *acute Glu treatments of neurons. Acute exposure of neurons to Glu does not allow for the determination of long-term adaptive responses and repair efforts in affected neurons. In addition, acute exposure to high concentrations of Glu presents difficulties in dissociating molecular responses representing recovery from neuronal injury from those related to cell death. Mechanistically, acute Glu treatments lead to increased transport of ions (Ca^2+ ^, Na^+^, K^+ ^and Cl^-^) [13,67,68], dysfunction in calcium-mediated signal transduction [69-73], oxidative stress [74-77], cytoskeletal alterations [78-80], changes in gene transcription through altered activities of the transcription factors NF-κB, AP-1 or CREB [81-86], and cell death (including apoptosis, necrosis and autophagy) [12,87-89]. Acute Glu treatments also bring about significant changes in mitochondrial function, including decreased ATP synthesis, depolarization, and structural collapse [90,91]. The moderate, chronic increases in Glu levels and Glu release in the *Glud1 *Tg mice appear to produce molecular responses that may counteract in neurons the adverse effects of Glu hyperactivity, such as excess Ca^2+ ^accumulation, altered mitochondrial metabolism, energy depletion, and neuronal death. Although we cannot totally exclude the possibility of minor mitochondrial changes in *Glud1 *Tg neurons, our transcriptomic analysis did not show observable signs of significant mitochondrial dysfunction at the age probed (9 month).

Compared with acute Glu treatments, a distinctive characteristic of chronic moderate Glu hyper-activity in neurons of *Glud1 *Tg mice is the apparently compensatory response of neurite regrowth and synapse formation. Other responses, such as chronic inflammatory response, are also unique to the *Glud1 *Tg mouse model. Because chronic inflammation is an important aspect of brain aging and many neurodegenerative conditions [92-94], these responses in *Glud1 *Tg mice make this mouse a more useful model of chronic brain neurodegenerative conditions than the acute Glu treatment models of neurotoxicity.

Selective neuronal damage in the brain of *Glud1 *mice and the survival of these mice to an age greater than 21 months, distinguishes them from null mutant mice for the Glu transporters or for the *Tsc-1 *gene. These other animal models of high Glu concentrations in the extracellular space are characterized by disruption of normal brain development, lethal spontaneous seizures, neuronal death in many regions of the brain, and dramatically shortened lifespan [15-18]. Therefore, they are not suitable for probing the effects of chronic, moderate increases in Glu synaptic release on neurons. To our knowledge, there are no functional genomics studies that have been performed on any of these animal models. While it is possible that the toxicity to neurons caused by tonically high levels of extracellular Glu in these animals may share some commonalities with those reported here for the *Glud1 *Tg mice, it is nevertheless evident that the *Glud1 *Tg model is unique in capturing the effects of moderate increases in Glu activity during brain aging without the extensive and early developmental neuropathology observed in other animal models.

In summary, chronic exposure of brain neurons and glial cells to increased extracellular release of the neurotransmitter Glu led to up-regulation of a constellation of genes in hippocampal cells. The main functional categories and molecular pathways of the genes that were over-expressed in the *Glud1 *mice were those of cell responses to oxidative stress, cell injury, and inflammation, as well as those of nervous system development, neurite growth, and synaptic transmission. The overall transcriptomic profile of *Glud1 *mice was indicative of apparent compensatory responses that were either protective against stress or promoting neuronal recovery. A key gene in the pathway of neurite growth and synapse formation was identified in this study as being that of the kinase *Ptk2b*. We determined that the gene and the activated form of this protein, the phosphorylated PTK2B, were up-regulated in *Glud1 *Tg hippocampal neurons that are normally susceptible to the injury that results from hyper-glutamatergic activity. The *Glud1 *over-expressing mouse does show an acceleration in the rate of aging-associated changes observed in normal brain [14], yet some of the neurobiological functions and molecular pathways altered in the transgenic mouse brain differ significantly from those altered during aging. Whereas *Stress response, DNA repair*, *Inflammation*, and *Transcription *categories of genes are up-regulated in *Glud1 *mice and the aged brain, the categories of *Synaptic transmission, Ca*^*2+ *^*homeostasis & signalling*, *Vesicular transport*, and *Cell signalling *are up-regulated in *Glud1 *mice but down-regulated in the aging human brain [95]. We conclude, therefore, that gene expression in 9 mo-old *Glud1 *mice may reflect two molecular and cellular responses to Glu hyper-activity, an accelerated form of aging at the cellular and transcriptomic level, and compensatory responses to Glu hyper-activity that lead to neuronal recovery of growth and function. The present study has focused on the molecular pathways that may be affected by the over-expression of *Glud1 *in neurons in young adult mice. Future studies will explore changes in these molecular patterns with advancing age.

## Methods

### Animals used for transcriptomic analyses

Nine month-old male *Glud1 *Tg mice were used in the transcriptomic study. The procedure for generating the Tg mice was described in detail previously [14]. Age-matched, wild-type, male mice of the same genetic background (C57BL/6) were used as the controls. A total of three *Glud1 *Tg and three control mice were used. All animals were housed in a 12 hour light/dark cycle with food and water *ad libitum*. All animal procedures were performed in accordance with guidelines established by the University of Kansas IACUC. Briefly, the animals were anesthetized, hippocampi dissected out from the brains, flash frozen in liquid nitrogen, and stored at -80°C prior to total RNA extraction.

### RNA extraction and microarray data generation

Total RNA samples were extracted from the dissected hippocampi using the Qiagen RNeasy^® ^Mini Kit (Qiagen, Valencia, CA, USA). To prepare targets for subsequent GeneChip hybridization, One-Cycle cDNA Synthesis Kit from Affymetrix (Santa Clara, CA, USA) was used and the manufacturer's instructions were followed. The Affymetrix GeneChip Mouse Genome 430 2.0 arrays, which are designed to interrogate expression of over 39,000 mouse gene transcripts, were used for the hybridization. Subsequent washing and staining steps were performed on a GeneChip Fluidics Station 450 and the chips were scanned on a GeneChip Scanner 3000 (Affymetrix). Instrument control and data collection were carried out using GeneChip Operating Software (GCOS, ver 1.1.1). In order to minimize experimental variability, all steps in tissue dissection, RNA isolation and microarray operation were performed by a single investigator. The quality and quantity of the original RNA samples and of the cRNA probes generated for array hybridization were determined with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), and a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). The microarray data generated from all chips met the quality control criteria set by Affymetrix, including low background and noise, positive detection of QC probesets such as bioB, percentage of genes called present in normal range (generally between 40-60%), similar scaling factors across all chips, and acceptable 3'/5' ratios. All microarray data were deposited in NCBI's Gene Expression Omnibus (GEO), with series accession number GSE11419.

### Transcriptomic data analysis

The generated GeneChip CEL data were normalized by the Robust Multiarray Average (RMA) algorithm [96]. Prior to the identification of genes showing significant differential expression patterns, probesets that were detected to be non-expressed, i.e., those with absence calls, were filtered out and excluded from further analysis. In addition, probesets that are designed solely for the purpose of chip quality control (monitoring hybridization target preparation and array hybridization), i.e., those with prefix AFFX, were also filtered out. These filtering steps were employed in order to reduce the number of comparisons in subsequent analyses and thus reduce the FDR. SAM (Significance Analysis of Microarrays), a supervised learning software for genomic expression data mining [97], was used to identify genes showing significant differential expression patterns. Cyber-T analysis [98] was used to confirm expression patterns of differential genes identified by SAM. Three criteria were used to determine statistically significant differential expression of genes between Tg and wt mice: Bayesian *P *value ≤ 0.05, fold change ≥ 1.3, and FDR ≤ 1%. Hierarchical clustering of the samples (condition tree) was performed using the software GeneSpring GX ver7.3 (Agilent Technologies). Gene Ontology (GO) analysis was conducted with GO-elite, a MAPPFinder analysis tool [99]. The gene annotation and GO-elite databases used for the analyses were those of March 2008. Hypergeometric distribution was used and a Z score > 1.96 or < -1.96 and a permute *P *value < 0.05, were considered to be statistically significant. Comparative analyses on bio-function and canonical pathways of the identified differentially expressed genes were conducted using IPA (Ingenuity Systems, Redwood City, CA, USA). For these analyses, Fischer's exact test was used to calculate the *P *values. The reconstruction of the neuritogenesis network was performed using Pathway Studio (Ariadne Genomics, Rockville, MD, USA). The ResNet database used for the reconstruction was of January 2008.

### Real-time quantitative PCR

The remainder of the hippocampal total RNA extracts not used in the microarray studies was used for real-time PCR. The RNA was reverse-transcribed to cDNA using oligo(dT) primers. Taqman Gene Expression Assay reagents (Applied Biosystems, Foster City, CA, USA) were employed in the real-time PCR using an Applied Biosystems 7500 Fast Real-Time PCR System in fast mode. The PCR thermal cycling conditions were: an initial step of 20 sec at 95°C, followed by 40 cycles of 95°C for 3 sec, and 60°C for 30 sec. Quantification of the target genes was based on the relative standard curve method [100]. 

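Eno2 encodes the enolase of neurons, a glycolytic enzyme. Its probeset had a signal of 10436 ± 1231 in Tg and 10649.5 ± 368 in wt mice on the arrays (SD, n = 3), a log2 fold change of -0.036 (SE 0.0904) and a ratio of Tg to wt of 0.976. The sign of this small difference turns after quantile normalization and without Tg 2.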

The measurements were standardized against the gene for neuron-specific enolase (*Nse*, or *Eno2*) as its ratio between the *Glud1 *and wild-type mice was the one closest to unity (0.98).

### Immunoblot assays

For immunoblot studies, proteins were first extracted from hippocampi dissected from the same animals as those used for the microarray study, i.e., three 9-mo-old *Glud1 *Tg and three age-matched wt male mice. The protein extracts were subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting as described previously [101]. Anti-DLG4, -GRIA1, -GRIN2A, -GRIN2B, and -PTK2B antibodies were used at 1:1000 to 1:2000 dilutions. Relative levels of expression were estimated by densitometry.

### Immunohistochemical analysis of PTK2B and PTK2BpY402 levels

Three pairs of wt and Tg male mice from three age groups were used for the immunohistochemical studies (total 9 wt and 9 Tg mice). The age groups were: 5 mo-old, 10-12 mo-old, and 19-20 mo-old wt and Tg mice. Brains from these animals were dissected out and immersion-fixed in 4% paraformaldehyde-phosphate buffered saline (PBS) for 72 hr at 4°C. Following fixation, the brains were cryoprotected (incubation in 30% sucrose/PBS), frozen by exposure for 30 sec to 2-methyl-butane at liquid N_2 _temperatures, and coronal sections (24 μm thickness) cut in a cryotome. The sections were then transferred onto gelatin-coated glass slides. The sections were blocked with 3% (w/v) gelatin in PBS (1 hr at 37°C), treated with 0.1% Triton X-100 in PBS (15 min at 23°C), and reacted (overnight at 4°C, then 1 hr at 23°C) with the respective primary antibodies. Polyclonal PTK2B antibody was used at a dilution of 1:300 and polyclonal anti-PTK2BpY402 at 1:250. Each section was also exposed to monoclonal anti-MAP2A at 1:1,000 dilution. Following rinsing of the sections in PBS, they were incubated (2 hr at 37°C) with fluorescent dye-labelled secondary antibodies and processed as described [101,102]. The sections were rinsed in PBS (5 min at 23°C), mounted in 70% glycerol, and viewed using a Zeiss LSM 510 confocal microscope [101]. For densitometric measurements and quantification of pixel densities of anti-PTK2B, anti-PTK2BpY402, and anti-MAP2A immunolabelled sites in neuronal dendrites in the *stratum radiatum *of the hippocampus CA1 region, measurements of pixel densities were obtained from within three equal-sized areas (3128 *μ*m^2^) from three sections from each mouse hippocampus using the Photoshop program. All data were analyzed using either One-Way or Two-Way ANOVA with *post hoc *multiple pairwise comparisons (Student-Newman-Keuls method). Significance levels were *P *= 0.05.

## Abbreviations

CNS: central nervous system; DEG: differentially expressed genes; FDR: false discovery rate; Glu: glutamate; *Glud1*: glutamate dehydrogenase 1 gene; GO: Gene Ontology; IPA: Ingenuity Pathway Analysis; PTK2B: protein tyrosine kinase 2 beta; SAM: Significance Analysis of Microarrays; Tg: transgenic; wt: wild type.

## Authors' contributions

XW and EKM conceived of the study and drafted the manuscript. XW also carried out the RNA extraction, GeneChip data generation, bioinformatic data analyses, and real-time quantitative PCR confirmation of the GeneChip data. EKM was also involved in the interpretation of the transcriptomic data and coordinated the study. XB developed the *Glud1 *transgenic mice, collected the brain samples for the transcriptomic analysis, and participated in the real-time quantitative PCR analysis. RP conducted the immunohistochemical analysis. AA carried out the immunoblot assays. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Prominent up- and down-regulated genes in Glud1**. A list of prominently up- and down-regulated genes associated with chronic glutamate hyperactivity in the *Glud1 *mice. Click here for file

Additional file 2 **All differential probesets in Glud1**. Complete list of significantly up- and down-regulated probesets identified in this study. The 707 up- and 311 down-regulated probesets are listed in two separate data sheets of this Excel file. The probeset IDs are listed along with corresponding gene symbols, gene titles, fold changes and significance *P *values (calculated from Cyber-T test). Click here for file

Additional file 3 **IPA bio-functions and genes in Glud1 Tg**. Complete list of statistically significant bio-functions and associated genes from the IPA analysis. The bio-functions are reported in Figure 1D. Click here for file

Additional file 4 **IPA pathways and genes in Glud1 Tg**. Complete list of statistically significant canonical pathways and associated genes from the IPA analysis. The canonical pathways are reported in Figure 1E. Click here for file

# Supplementary material for: Transcriptomic responses in mouse brain exposed to chronic excess of the neurotransmitter glutamate
**Source:** BMC Genomics. 2010 Jun 7;11:360. doi: 10.1186/1471-2164-11-360
**Supplement:** Additional file 1 — Prominent up- and down-regulated genes in Glud1. A list of prominently up- and down-regulated genes associated with chronic glutamate hyperactivity in the Glud1 mice.

**Additional Table 1 – Prominent up- and down-regulated genes associated with chronic glutamate hyperactivity in the *Glud1* mice**

** P* value of t-test using Bayesian standard deviations in Cyber-T.

# Supplementary material for: Transcriptomic responses in mouse brain exposed to chronic excess of the neurotransmitter glutamate
**Source:** BMC Genomics. 2010 Jun 7;11:360. doi: 10.1186/1471-2164-11-360
**Supplement:** Additional file 3 — IPA bio-functions and genes in Glud1 Tg. Complete list of statistically significant bio-functions and associated genes from the IPA analysis. The bio-functions are reported in Figure 1D.

**Additional Table 3 – Genes associated with the over-represented IPA bio-functions reported in Fig. 1D**

| **Canonical Functions** | **Associated Genes** |
| --- | --- |
| **Cell Signaling**  Up-regulated genes (Total Number: 61)  Down-regulated genes (23)  **Molecular Transport**  Up-regulated genes (41)  Down-regulated genes (18)  **Cellular Assembly and Organization**  Up-regulated genes (100)  Down-regulated genes (26)  **Nervous System Development and Function**  Up-regulated genes (103)  Down-regulated genes (28)  **Amino Acid Metabolism**  Up-regulated genes (35)  Down-regulated genes (6)  **Cell Death**  Up-regulated genes (99)  Down-regulated genes (37)  **Behavior**  Up-regulated genes (30)  **RNA Post-Transcriptional Modification**  Up-regulated genes (20)  **Organismal Survival**  Up-regulated genes (44)  **RNA Trafficking**  Up-regulated genes (3)  **DNA Replication, Recombination, and Repair**  Up-regulated genes (13) | *Actb, Acvr2a, Akt3, Apc, Arf3, Arpc2, Atp2b2, Atp2c1, Cacna1c, Cacna1d, Cacna1h, Cacna2d1, Cacnb2, Camk2a, Camk2b, Capn10, Capn3, Dlg4, Dusp6, Fut8, Gabbr1, Gja1, Gnaq, Gng2, Grin2a, Grin2b, Hipk2, Il1rap, Iqgap2, Itga8, Kpnb1, Map2k4, Mapk14, Mapk8, Mbp, Ncam1, Ndst1, Nfs1, Ntrk2, Ntrk3, Picalm, Plcl1, Ppp3ca, Prkca, Ptk2, Ptk2b, Ptprd, Ptprj, Rasgrp1, Rgs14, Rims1, Rraga, Ryr1, Spred2, Tnfrsf25, Trpc4, Trpm7, Tspan5, Wasf3, Wasl, Ywhae*  *Adra2a, Cacnb4, Calca, Camk2d, Cast, Cav2, Cckbr, Cdc42ep1, Cdh13, Dcn, Gap43, Igf1, Nts, Reln, Rfxank, Rgs17, Rgs2, Sparc, Timp2, Tnnt2, Trhr, Vip, Wnt7a*  *Anp32a, Atp1a1, Atp2b2, Atp2c1, Atxn1, Cacna1c, Cacna1d, Cacna1h, Cacna2d1, Cacnb2, Camk2a, Camk2b, Erc2, Frap1, Gja1, Gnaq, Gpam, Grin2a, Grin2b, Htr1a, Kcna6, Kcnd2, Kcnip2, Kcnq1, Kcnq2, Lyk5, Nrxn3, Ntrk2, Ppp3ca, Ptk2, Rgs14, Ryr1, Scd, Scn2a, Scn8a, Smg6, Snca, Trpc4, Trpm7, Uhmk1, Ywhae*  *Adra2a, Atp1a2, Calca, Camk2d, Cast, Cav2, Cckbr, Dcn, Gap43, Igf1, Igfbp3, Nts, Rgs2, Satb1, Slc17a6, Trhr, Vip, Wnt7a*  *Actb, Adam17, Add1, Ank3, Anp32a, Ap2a2, Apc, Arf3, Arhgef12, Arhgef2, Arpc2, Atp2b2, Atp2c1, Bcl11b, Bin1, Cacna1c, Cacnb2, Camk2a, Cap2, Capn10, Centb2, Centg2, Clasp1, Clip1, Coro1c, Cttn, Diaph1, Dlg1, Dlg4, Dmd, Dnaja3, Dpysl2, Dsp, Dst, Eif4a1, Eif4e, Enah, Enc1, Epha4, Erc2, Exoc5, Frap1, Gas7, Gja1, Gnaq, Gng2, Gosr1, Gpm6a, Grin2a, Grip1, Htr1a, Itga8, Junb, Kalrn, Kcnq1, Klf2, Kpnb1, Ksr1, Map2, Map7, Mapk14, Mapk8, Mbp, Myo9b, Napg, Nav1, Ncam1, Ndel1, Neo1, Net1, Nfia, Nisch, Nmt1, Nrcam, Nrp1, Ntrk2, Ntrk3, Pafah1b1, Pex5l, Picalm, Prkg1, Psap, Ptk2, Ptk2b, Reps1, Rictor, Rims1, Rps6kb1, Rtn4, Sec24b, Sema5a, Slit3, Snca, Spire1, Top2b, Tpm1, Trpc4, Wasf3, Wasl, Ywhaz*  *Cacnb4, Calca, Cast, Cav2, Cd24, Cd44, Cdc42ep1, Cdh13, Cit, Cntn4, Ctgf, Dcx, Efna5, Gap43, Grin3a, Igf1, Igfbp3, Klf5, Nts, Ppard, Reln, Rgs2, Sdc2, Sparc, Stmn1, Wnt7a*  *Actb, Adam17, Akt3, Ank3, Anp32a, Apc, Aplp2, Arc, Atf2, Atp2b2, Atrn, Atrx, B3gnt2, Bcl11b, Bin1, Cacna1c, Cacna1h, Cacnb2, Calb1, Camk2a, Diaph1, Dlg2, Dlg4, Dmd, Dnaja3, Dpysl2, Dtna, Dyrk1a, Egr1, Egr2, Enah, Enc1, Epha4, Epha7, Erc2, Fos, Frap1, Gabbr1, Gabrb2, Gabrb3, Gas7, Gja1, Gmfb, Gnaq, Gpm6a, Grin2a, Grin2b, Grip1, Htr1a, Ifrd1, Itga8, Junb, Kalrn, Kcnd2, Kcnq2, Kif5c, Ksr1, Map2, Map2k4, Mapk14, Mapk8, Mbp, Nav1, Ncam1, Ndel1, Ndst1, Nfia, Nfib, Nptx1, Nrcam, Nrp1, Nrxn3, Ntrk2, Ntrk3, Oprs1, Pafah1b1, Pcdhb13, Per2, Picalm, Polb, Ppp3ca, Prkca, Prkg1, Psap, Ptk2, Ptk2b, Ptprd, Rims1, Rtn4, Scn2a, Scn8a, Sema5a, Ski, Slit3, Snca, Sptbn1, Stx1b, Top2b, Ube3a, Ywhae, Ywhag, Zbtb16, Zeb2*  *Arx, C5orf13, Calca, Cbln1, Cd24, Cit, Cntn4, Cux1, Dcx, Efna5, Fgf12, Gap43, Grin3a, Hes5, Hrh1, Igf1, Lhx2, Mef2c, Ninj1, Nr2f2, Pbx3, Pex13, Reln, Stmn1, Timp2, Unc13c, Vip, Wnt7a*  *Acvr1, Acvr2a, Akt3, B3gnt2, Brsk2, Btg2, Camk2a, Camk2b, Col4a3bp, Csnk1a1, Dusp6, Dyrk1a, Fer, Frap1, Gmfb, Hipk2, Kalrn, Large, Lyk5, Mapk14, Mapk8, Mtmr3, Ndst1, Phka2, Ppp3ca, Prkca, Prkg1, Ptk2b, Ptprd, Ptprj, Rps6kb1, Srpk2, St6galnac3, Tlk2, Trpm7*  *Ass1, Igf1, Igfbp3, Nts, Reln, Slc17a6*  *Acvr1, Akt3, Aldh2, Ap2a2, Apc, Arc, Atf2, Atf6, Atp1a1, Atp2c1, Atrx, Atxn1, Bclaf1, Bin1, Btg2, Cacna1c, Cacnb2, Calb1, Camk2a, Capn10, Chka, Csnk1a1, Dmd, Dnaja3, Dsp, Dusp6, Egr1, Egr2, Eif4e, Fem1b, Fer, Fos, Frap1, Fubp1, Fus, Gabbr1, Gja1, Gmfb, Gnaq, Gng2, Grin2a, Hdac2, Hipk2, Hpca, Junb, Klf2, Ksr1, Lrig1, Map2k4, Mapk14, Mapk8, Mbp, Mef2a, Mgat3, Ncam1, Ndel1, Ndst1, Nptx1, Nr4a1, Nrcam, Nrf1, Nrp1, Ntrk2, Ntrk3, Pafah1b1, Phip, Polb, Ppp1r13b, Ppp3ca, Prkca, Psap, Ptk2, Ptk2b, Rad23b, Rasgrp1, Rbm5, Rps6kb1, Rraga, Rtn4, Scn2a, Scn3b, Sh3rf1, Ski, Slk, Snca, Tacc1, Tfrc, Tnfrsf25, Tnks2, Tpm1, Ube2k, Ubtf, Usp7, Vps33a, Ywhae, Yy1, Zbtb16, Zeb2, Zfr*  *Acvr2b, Angpt1, Anxa1, Atp1a2, Calca, Camk2d, Casp1, Cast, Cd24, Cd44, Cit, Ctgf, Dcn, Ecop, Etv6, Gulp1, Hoxc6, Igf1, Igfbp3, Igfbp6, Klf5, Mef2c, Nedd9, Phlda1, Plagl1, Ppard, S100a10, Satb1, Sdc2, Sparc, Stmn1, Tgm2, Timp2, Tmsb10, Vip, Wnt7a, Wwox*  *Aplp2, Arc, Atp2b2, Atxn1, Cacna1c, Calb1, Camk2a, Dlg2, Dlg4, Dyrk1a, Egr1, Egr2, Epha4, Gabbr1, Gabrb3, Gnaq, Grin2a, Grin2b, Htr1a, Itga8, Junb, Ntrk2, Oprs1, Pafah1b1, Plcl1, Prkg1, Ptk2, Ptprd, Scn8a, Snca*  *Adar, Cdc40, Cpsf6, Cugbp2, Eif4a1, Eif4e, Hnrnpr, Hnrpab, Rbm3, Rbm5, Rps6kb1, Sfpq, Sfrs10, Sfrs11, Sfrs12, Sfrs8, Snrp70, Srpk2, Syncrip, Tra2a*  *Adar, Akt3, Apc, Aplp2, Cacnb2, Dmd, Dnaja3, Dsp, Dyrk1a, Egr2, Enah, Fus, Fut8, Gabrb3, Gja1, Gnaq, Grip1, Hapln1, Hipk2, Klf2, Magi2, Map2k4, Mapk14, Mapk8, Mef2a, Nfia, Nrf1, Nrp1, Ntrk2, Ntrk3, Pbx1, Pnpla6, Polb, Prkca, Ptk2, Ptprs, Rad23b, Ski, Spred2, Top2b, Wasl, Wdr1, Yy1, Zfr*  *Eif3a, Eif4a1, Eif4e*  *Atf2, Atp1a1, Fos, Gnaq, Gng2, Iqgap2, Kpnb1, Mapk8, Myo9b, Ptk2, Ptk2b, Ubtf, Yy1* |

# Supplementary material for: Transcriptomic responses in mouse brain exposed to chronic excess of the neurotransmitter glutamate
**Source:** BMC Genomics. 2010 Jun 7;11:360. doi: 10.1186/1471-2164-11-360
**Supplement:** Additional file 4 — IPA pathways and genes in Glud1 Tg. Complete list of statistically significant canonical pathways and associated genes from the IPA analysis. The canonical pathways are reported in Figure 1E.

**Additional Table 4 – Genes associated with the over-represented IPA canonical pathways reported in Fig. 1E**

| **Canonical Pathways** | **Associated Genes** |
| --- | --- |
| **Huntington's Disease Signaling**  Up-regulated genes (Total number: 17)  Down-regulated genes (5)  **Axonal Guidance Signaling**  Up-regulated genes (23)  Down-regulated genes (10)  **Calcium Signaling**  Up-regulated genes (14)  Down-regulated genes (4)  **Chemokine Signaling**  Up-regulated genes (9)  Down-regulated genes (1)  **Ephrin Receptor Signaling**  Up-regulated genes (14)  Down-regulated genes (6)  **Synaptic Long Term Potentiation**  Up-regulated genes (9)  Down-regulated genes (2)  **Integrin Signaling**  Up-regulated genes (12)  **NRF2-mediated Oxidative Stress Response**  Up-regulated genes (11)  Down-regulated genes (3)  **Neuregulin Signaling**  Up-regulated genes (7)  Down-regulated genes (1)  **Neurotrophin/TRK Signaling**  Up-regulated genes (6)  Down-regulated genes (1)  **Toll-like Receptor Signaling**  Up-regulated genes (5) | *Akt3, Ap2a2, Atf2, Capn10, Capn3, Dlg4, Frap1, Gnaq, Gng2, Gosr1, Grin2b, Hdac2, Map2k4, Mapk8, Napg, Prkca, Snca*  *Casp1, Gng4, Igf1, Pik3r5, Tgm2*  *Adam17, Akt3, Arhgef12, Arpc2, Dpysl2, Eif4e, Epha3, Epha4, Epha6, Epha7, Gnaq, Gng2, Kalrn, Nrp1, Ntrk2, Ntrk3, Ppp3ca, Prkca, Ptk2, Rtn4, Sema5a, Slit3, Wasl*  *Arhgef15, Efna5, Gng4, Igf1, Pik3r5, Sdc2, Sema4a, Unc5d, Wnt4, Wnt7a*  *Atf2, Atp2b2, Atp2c1, Camk2a, Camk2b, Grin2a, Grin2b, Hdac2, Mef2a, Ppp3ca, Ryr1, Slc8a2, Tpm1, Trpc4*  *Camk2d, Grin3a, Mef2c, Tnnt2*  *Camk2a, Camk2b, Fos, Gnaq, Mapk14, Mapk8, Prkca, Ptk2, Ptk2b*  *Camk2d*  *Akt3, Arpc2, Atf2, Epha3, Epha4, Epha6, Epha7, Gnaq, Gng2, Grin2a, Grin2b, Kalrn, Ptk2, Wasl*  *Angpt1, Arhgef15, Efna5, Gng4, Sdc2, Sh2d3c*  *Atf2, Cacna1c, Camk2a, Camk2b, Gnaq, Grin2a, Grin2b, Ppp3ca, Prkca*  *Camk2d, Grin3a*  *Actb, Akt3, Arf3, Arpc2, Capn10, Capn3, Itga8, Map2k4, Mapk8, Ptk2, Tspan5, Wasl*  *Actb, Dnaja3, Dnajb5, Dnajc1, Fos, Junb, Map2k4, Mapk14, Mapk8, Prkca, Ube2k*  *Maf, Pik3r5, Slc35a2*  *Adam17, Akt3, Dlg4, Frap1, Nrg3, Prkca, Rps6kb1*  *Dcn*  *Atf2, Fos, Map2k4, Mapk8, Ntrk2, Ntrk3*  *Pik3r5*  *Fos, Map2k4, Mapk14, Mapk8, Tollip* |

How the deposited data were processed for this re-analysis (not part of the article)

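Gene expression was measured in the hippocampus of 3 Glud1 Tg and 3 wt male mice at 9 months of age, with 1 array of the Affymetrix Mouse Genome 430 2.0 type per mouse. The deposited intensities are 1 signal per probeset and array, which the authors computed with MAS5 on a linear scale before deposit. The trimmed mean over probesets is the same on every array (from 499.3 to 499.9), and no further normalization between arrays had been applied. The study's own lists came from RMA values, SAM and Cyber-T. Detection calls and the scanned images were not analysed here.

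The table has 45101 probesets. The 64 control probesets were set aside, and the 31% of the others with the lowest mean level over all 6 arrays were left out, which kept 31076 with a mean signal of at least 47.8. Signals were taken as log2(signal + 16), which shrinks the differences of dim probesets. Tg and wt arrays were compared with limma 3.58.1 in R 4.3.3 (group means, moderated variances with an intensity trend), and p values were adjusted by the Benjamini-Hochberg method over all kept probesets. A probeset was called at an adjusted p under 0.05. Cyber-T was run with a window of 101 probesets and a confidence of 10, and SAM with all 20 relabellings, a 1.3-fold difference and a false discovery rate of at most 1%. Figures were drawn with matplotlib 3.10.9. The precision rests on the small number of arrays.

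A gene was represented by its brightest kept probeset among those annotated to that gene alone, which gave 13854 genes. The 29 gene lists were 14 lists of markers (dentate gyrus granule cells, CA1 pyramidal cells, CA2 and CA3 pyramidal cells, subiculum and other retrohippocampal cortex, neocortical layers, thalamus, striatum, choroid plexus, astrocytes, oligodendrocytes, microglia, endothelial and mural cells, meningeal fibroblasts and GABAergic interneurons) and 15 lists of functions (immediate early genes, nuclear-retained non-coding RNAs, glutamate and glutamine metabolism, tricarboxylic acid cycle, oxidative phosphorylation, cytosolic ribosomal proteins, glutamate receptors, glutamate transporters, calcium extrusion and sequestration, heat shock proteins and chaperones, NRF2 targets and antioxidant enzymes, inflammatory mediators, presynaptic release, postsynaptic density, and neurotrophins with Trk and Eph receptors). Each was tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 29 lists. The lists, the filter, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, but after the paper's Additional files 1 and 2 had been read, so every list was also tested without the genes of Additional file 2. By that rule, the text names the genes that the paper names beside a passage, at the study's own and at the brightest probeset, every called gene, and in a list without a call the 2 genes with the highest mean level. Other genes are said to be chosen after their values were seen.

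The genes of the paper's categories, pathways and network were counted by direction and not tested as sets, since the study chose them on these samples. On simulated data with known differences in 67, 67 and 66 probesets, limma recovered 7.46% of 1.3-fold, 49.3% of 2-fold and 86.4% of 4-fold differences and called 10 unchanged probesets. A list shifted by 0.5 on the log2 scale was found, along with 2 other lists, of which one shares genes with it. The replicate numbers do not pair the arrays: the correlation of Tg and wt arrays of one number was -0.0159, 0.00779 and 0.0333.

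The alternatives were other added constants (1 and 64), quantile normalization, centring on the median, no filter or the brightest 50% of probesets, limma without the trend or with array weights, Cyber-T, SAM, the study's thresholds, the replicate number as a block, the mean of all probesets of a gene, other distances for the clustering, and leaving out each array in turn. Leaving out both wt 1 and wt 2 was added after seeing the data. It keeps only wt 3 in the wt group and takes the spread from the Tg arrays alone, so its tests and calls decide nothing. The expected outcomes for the other explanations were written down after a first run had shown the counts of called probesets and the values of some single genes, among them Prox1, Nts and Malat1, but not the values that measure these explanations. All 10 splits of the arrays into 3 and 3 were compared. Real-time PCR, immunoblots and tissue sections were not analysed here. Results for some genes that the paper names are not reported here.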

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

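The test of RNA integrity was chosen only after the result was seen, and the expected outcomes of the other tests after a first run that had shown counts and some single genes. The groups of genes below lie outside those the paper discusses and were singled out because they differed between the arrays labelled Tg and wt.

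Markers of dentate gyrus granule cells had a median log2 fold change of 0.33, those of CA2 and CA3 pyramidal cells 0.25, and those of the subiculum and other retrohippocampal cortex -0.77. On the markers outside Additional file 2, all 5 dentate gyrus ones were higher (median 0.21). Of the cortical ones 6 of 9 were lower (8 neocortical and only 1 retrohippocampal, median -0.31). The difference of these medians, 0.523, stayed between 0.414 and 0.541 with any 1 array left out. The SE of 0.214 is that of a difference of means across genes. It takes the genes as independent replicates and does not measure the variation between mice. A different share of neighbouring tissue in the dissected hippocampi is a candidate explanation, since it needs such a difference between regions. It also needs opposite moves from array to array. Within genotypes the dentate gyrus and retrohippocampal levels mostly rose together instead. The Tg arrays had 0.17, 0.30 and 0.18 against -0.61, -0.25 and -0.34. The wt arrays had -0.33, -0.31 and 0.00059 against 0.24, 0.49 and 0.46. The neocortical levels of the wt arrays, 0.20, 0.20 and 0.15, did move oppositely to the dentate gyrus ones. With 3 arrays per genotype these levels do not decide it. A loss of CA1 neurons stays open, with a median of 0.13 over the CA1 markers, 4 higher and 2 lower, and -0.0037 without wt 1. The SE of 0.102 there is also taken across genes and not across mice. A change in the granule cells themselves with the genotype was not tested and stays open.

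For the genes with the brightest probesets, the mean signals in Tg and wt mice were 5769 and 5027 for Calb1 in the dentate gyrus list and 743 and 1111 for Fn1 in the retrohippocampal list.

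Probesets to which the array's annotation gives no gene were higher on the arrays labelled Tg than probesets with 1 gene, by 0.12 on the log2 scale at a matched mean level (65.5% of 4609 had a positive log2 fold change, against 51.3% of 25844). After quantile normalization 98.0% of the difference remained (0.118 of 0.12). At a matched level a rescaling shifts both kinds of probeset nearly alike, so this cannot decide on the scaling of the arrays. Without matching, the shares with a positive log2 fold change were 60.1% and 47.3% after quantile normalization, so a gap remained there too. The matched difference stayed between 0.0947 and 0.147 with any 1 array left out. RNA integrity stays open: deviations from the genotype means in this measure and in the Actb 3' to 5' ratio correlated at r = 0.138 (permutation test, p = 0.832), but the Actb ratio also separates the genotypes, while the Gapdh ratio does not. The rank correlation was 0.143 (permutation test, p = 0.803), and r was -0.22 without the 2 arrays farthest from the median. An effect of the genotype on unannotated RNA was not tested and stays open, and another split of the arrays gave a difference of 0.110.

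Nuclear-retained non-coding RNAs, a list of named genes, had a median log2 fold change of 0.11, with 8 of 9 higher (camera adjusted p = 0.00117, and adjusted p = 0.224 with an estimated correlation). The median is 0.044 with each array centred on its median and runs up to 0.24 over the alternatives. The 6 that are not in Additional file 2 had a median of 0.088 (camera adjusted p = 0.105, not past the threshold). Malat1 had a signal of 33187 ± 1507 in Tg and 26458 ± 12654 in wt mice (SD, n = 3) and Meg3 19249 ± 1070.2 and 18713 ± 1299. The log2 fold change of Malat1 was 0.43. Without wt 1 it is 0.79, and limma calls Malat1 there (adjusted p = 0.0174). limma called 0 of the 9 over all probesets, 2 were higher at an unadjusted p under 0.05, Cyber-T called 0 at the brightest probesets, and 2 passed adjusted over the list alone.

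Markers of GABAergic interneurons were lower in all 11 measured genes, with a median log2 fold change of -0.34 (camera adjusted p = 1.24e-05, and adjusted p = 0.267 with an estimated correlation). The median is -0.18 without both wt 1 and wt 2, a comparison chosen after seeing the data. On the Tg arrays the mean level of the list, relative to all 6 arrays, was -0.35, 0.0052 and -0.098, and that of the neocortical markers -0.39, -0.035 and -0.13. Gad1, the brightest of them, had a signal of 9191 ± 637 in Tg and 10193 ± 1924 in wt mice (SD, n = 3). The 9 that are not in Additional file 2 were all lower (median -0.33, camera adjusted p = 0.00259, and adjusted p = 0.429 with an estimated correlation). Sst, which encodes somatostatin, was lower in every Tg than in every wt array, 3701 ± 508 and 5127 ± 292, a log2 fold change of -0.48 (SE 0.103, adjusted p = 0.212). limma called 0 of the 11 over all probesets, 5 were lower at an unadjusted p under 0.05, Cyber-T called Sst, and 5 passed adjusted over the list alone.

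The study's probesets were set against other probesets of the same genes. Of 477 genes with a further kept probeset that was not picked, 321 (67.3%) went the study's way at the brightest of these, 211 of 334 up-regulated genes (63.2%) and 110 of 143 down-regulated ones (76.9%), while 53.2% of all kept probesets were higher on the arrays labelled Tg. A difference of at least 1.3-fold the same way was seen for 48. Signal of a single probeset in place of the gene's messenger RNA is a candidate explanation for part of the 1018 probesets that these 67.3% leave open, since a further probeset can read another transcript of the gene. It was the brighter one in 360 of the 477 genes.

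With 3 arrays against 3, the 10 splits of the arrays are too few for a share under 0.05. At a 1.3-fold difference and an unadjusted p of 0.05, the split by genotype gave 2148 probesets and the highest other split 1458. Of the gene lists, 12 passed camera at an adjusted p under 0.05 in the split by genotype and 7 in the highest other split. limma called 0 probesets in the split by genotype, 8 when Tg 1, Tg 2 and wt 1 were set against the rest and 2 when Tg 1, Tg 3 and wt 1 were.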

How the results depend on the processing

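The comparison without both wt 1 and wt 2 was chosen only after seeing the data. It leaves only wt 3 in the wt group, so its calls do not measure stability. The alternatives counted below include it. limma called 0 probesets at an adjusted p under 0.05, with 3011 at an unadjusted p under 0.05. The count was also 0 with other added constants, scalings and filters, without the trend and with array weights. The count was 65 with Cyber-T, 1 with SAM, and 2148 with limma and 2345 with Cyber-T at the study's fold and unadjusted p. It was 1 with the replicate number as a block (Zeb2) and 0 to 6 when single arrays were left out: 6 without Tg 2, 1 without wt 1 (Malat1) and 1 without wt 3 (AY036118). The 6 are probesets of Slc17a6, Epha4, Ecrg4, Sulf1 and the choroid plexus marker Kcnj13, and 1 without a named gene. Tg 2 is the array with the highest mean level of the choroid plexus markers (1.57). The replicate numbers do not pair the arrays: Tg 1 and Tg 2 correlated best with wt 2, and Tg 3 with wt 3. Among the genes of the study's categories the count at the brightest probeset was 0, 1 with the block and 0 to 1 when single arrays were left out. Without Tg 2 limma also calls Epha4 at the study's own probeset. The clustering measure was -0.00315, -0.0236 with the 1000 most variable probesets and -0.0044 to -0.0014 when single arrays were left out, and 0.0018 without both wt 1 and wt 2. The markers of oligodendrocytes, with a median of -0.10, reversed to 0.089 without Tg 3 (range -0.25 to 0.089 when single arrays were left out) and to 0.11 without both wt 1 and wt 2. The cause was not tested. Other counts kept their direction and stayed within 1.5 times: 1649 to 2791 probesets at the study's thresholds, 8 to 15 lists past camera, 888 to 1010 of the study's probesets going its way, 669 to 854 of them by at least 1.3-fold, and 244 to 292 category genes going its way at the brightest probeset. At a correlation of 0.01 the lists of the dentate gyrus, CA2 and CA3, the retrohippocampal cortex, GABAergic interneurons, immediate early genes and nuclear-retained RNAs passed camera in every alternative, while 0 pass with an estimated correlation (adjusted p = 0.115 to 0.267). Without both wt 1 and wt 2 the medians of the dentate gyrus and immediate early genes are 0.15 and 0.16 in place of 0.33 and 0.51. Lost calls were those of neocortical layers and striatum (6 alternatives each), astrocytes (4), neurotrophin, Trk and Eph receptors (3), oxidative phosphorylation and ribosomal proteins (2 each). Calls were gained for meningeal fibroblasts (6), choroid plexus and endothelial cells (3 each), calcium extrusion (2), oligodendrocytes in the reversed direction (2), and presynaptic release and the postsynaptic density (1 each). Of 1159 values for 70 genes, 1111 kept their sign and side, 46 changed sign and 2 passed the threshold. For 39 genes with another brightest probeset, 15 changed sign there. The median of the choroid plexus markers, -0.77, changes sign to 0.37 without Tg 3. Signal over background limits what dim probesets can show, and the dimmest kept one has a mean signal of 47.8.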

Differences from the paper's values

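The comparison without both wt 1 and wt 2 was chosen only after seeing the values. It leaves only wt 3 in the wt group, so its counts decide nothing. The paper gives 1018 probesets as differentially expressed, 707 up-regulated and 311 down-regulated, from RMA values with SAM and Cyber-T. limma on the deposited signals called 0, 0 up and 0 down, at an adjusted p under 0.05, with 1837 up and 1174 down at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's 3 counts: Cyber-T called 65 after adjustment, of which 57 are on the paper's list, SAM 1, and leaving out single arrays gave up to 6. The block by replicate number called Zeb2, and leaving out Tg 2 called Slc17a6 and Epha4, at probesets that the paper calls. Leaving out wt 1 called Malat1, which the paper lists at a pair of other probesets. At the paper's fold of 1.3 and an unadjusted p of 0.05, without its criterion on the false discovery rate, limma gave 2148 probesets against the paper's 1018, 1521 against 707 up-regulated and 627 against 311 down-regulated, and Cyber-T 2345. The up-regulated count comes within 1.5 times without Tg 3 (986), and the down-regulated one with the brightest 50% of probesets (461) and, chosen after seeing the values, without both wt 1 and wt 2 (455). The other alternatives do not. The paper's false discovery rate is 0.9%, and that of the 2148 probesets, from the median of the other splits of the arrays, is 43.9%, a value computed in no alternative.

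For Slc1a1 the paper gives a 1.28-fold increase, and the value here is 0.946 (Tg over wt), at the brightest probeset, with no alternative reaching the paper's value. A pair of other Slc1a1 probesets had log2 fold changes of 0.32 and 0.52, in the paper's direction. For Gria3 the paper gives 1.27-fold, and the value is 0.992. Quantile normalization (1.02) and leaving out Tg 1 (1.05), wt 1 (1.06) or wt 3 (1.03) bring the same direction as the paper's, and the other alternatives do not. Another Gria3 probeset had a log2 fold change of 0.43. Of 47 folds in Additional file 2 for genes named in the text, all 47 went the paper's way and 3 were more than 1.5 times the paper's: Ube2k at 2.91 against the paper's 1.396, Slc8a2 at 2.87 against the paper's 1.502 and Pitpnm2 at 4.13 against the paper's 1.833, whose brightest probeset gives 0.923. The listed Pitpnm2 probeset, with a mean signal of 13.0 on the wt arrays, lies below the limit for testing, so its fold is uncertain. With log2(signal + 64) they come to 1.92, 2.19 and 2.13, within 1.5 times the paper's. Ube2k does so also without wt 2 (1.92) and at its brightest probeset (1.05), and Slc8a2 at its brightest probeset (1.05) and, chosen after seeing the values, without both wt 1 and wt 2 (1.87). The other alternatives do not bring them there.

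The paper's condition tree parts the arrays by genotype. Here the first split sets wt 1 apart, while Euclidean distance with complete linkage parts them by genotype. The paper describes all genes of the neurite network as up-regulated. All 11 listed ones were higher at the paper's probesets. As deposited, 18 of 20 were higher at the brightest, where Ntrk2 (-0.18) and Rac1 (-0.013) were lower. With each array centred on its median, Actr3, Arpc2, Ptpn12 and Arhgap1 are lower there too. Another kept Rac1 probeset had a log2 fold change of 0.15, in the paper's direction. The paper counts Grin2a and Grin2b among the most up-regulated genes and Slc17a6 among the most down-regulated. Among 31076 probesets they rank at places 336 and 527 from the highest and 177 from the lowest log2 fold change. Of 377 category genes measured at their brightest probeset, 287 went the paper's way and 90 the other way. Among the named genes, Ap2a2 (-0.16), Napg (-0.067), Mapk14 (-0.086), Mef2a (-0.040), Dnaja3 (-0.28), Dyrk1a (-0.37), Ahsa1 (-0.13), Usp7 (-0.20), Epha3 (-0.26), Anp32a (-0.082), Pitpnm2 (-0.12), Syncrip (-0.060), Dlg2 (-0.0087) and Slc1a2 (-0.029) were lower there, while their probesets in Additional file 2 were higher. Over all probesets of the gene, the listed one included, those higher were 4 of 5 for Ap2a2 and Syncrip, 5 of 6 for Mapk14 and Mef2a, 2 of 3 for Napg, Dyrk1a, Anp32a and Dlg2, 4 of 7 for Usp7 and 5 of 8 for Ntrk2. They were 1 of 2 for Ahsa1 and Pitpnm2, 1 of 3 for Dnaja3, 1 of 4 for Epha3 and 2 of 5 for Slc1a2. Dlg1 (-0.27) and Ahsa2 (-0.095), which the paper calls up-regulated, were lower at the brightest probeset, and Dlg1 had 0.013 and -0.057 at others. In organismal survival 17 of 38 genes were higher at the brightest probeset, and all 33 found at the paper's own.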

Other observations

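In this part only the comparison without both wt 1 and wt 2 was chosen after the result was seen. Markers of tissues next to the hippocampus were measured on the same arrays. Those of neocortical layers were lower in 9 of 12 genes (median log2 fold change -0.32, camera adjusted p = 0.0429, and adjusted p = 0.224 with an estimated correlation), and without the 4 that are genes of Additional file 2 the list does not pass, with 5 of 8 lower (median -0.21, camera adjusted p = 0.307). Crym, a thyroid hormone binding protein, had a signal of 4877 ± 343 in Tg and 4692 ± 950.0 in wt mice (SD, n = 3) and Tle4, a corepressor, 1478 ± 113 and 1854 ± 316. Markers of the striatum were lower in 4 of 5 genes (median -0.52, camera adjusted p = 0.0415, and adjusted p = 0.224 with an estimated correlation). Ppp1r1b, a phosphatase inhibitor, had 718 ± 295 and 582 ± 78.1 and Rgs9 289 ± 73.1 and 372 ± 166. The camera calls of both lists are lost with median centring, with the brightest 50% of probesets and without Tg 1, Tg 2, wt 1 or wt 3. Over all alternatives the adjusted p runs from 0.00767 to 0.143 and from 0.0124 to 0.168. With median centring the medians were larger, at -0.39 and -0.59. Over all alternatives they ran from -0.39 to -0.17 and from -0.91 to -0.34. Markers of the thalamus went both ways, with 6 of 8 higher (median 0.059 as deposited and -0.0072 after median centring, camera adjusted p = 0.165). Rora, a nuclear receptor, had 809.5 ± 51.0 and 661 ± 156 and Ntng1, a netrin, 817 ± 87.6 and 861 ± 182.

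Markers of the choroid plexus had negative log2 fold changes in all 9 genes (median -0.77, camera adjusted p = 0.0931), although the mean signal, which a single bright array raises, was higher in Tg mice for most of them. The Tg arrays differed among themselves, with the mean level of the list, relative to the mean of all 6 arrays on the log2 scale, at 1.57 for Tg 2 and -2.22 for Tg 3. Without Tg 2 the median is -1.80, and without Tg 3 it is 0.37. The genes of this list move together, with an estimated correlation of 0.936, and the list has adjusted p = 0.596 with an estimated correlation. Ttr, transthyretin, had a signal of 33878 ± 27393 in Tg and 48113 ± 3072 in wt mice (SD, n = 3) and Clic6, a chloride channel, 1176 ± 1371 and 973 ± 213. Markers of endothelial and mural cells were lower in 9 of 10 genes (median -0.19, camera adjusted p = 0.110), with Rgs5 at 3236 ± 563 and 3533 ± 525 and Acta2, smooth muscle actin, at 877 ± 325 and 1736 ± 1023. Those of meningeal fibroblasts were lower in 6 of 9 (median -0.35, camera adjusted p = 0.0931), with Igf2 at 1637 ± 613 and 2025 ± 905 and Igfbp2 at 1437 ± 973 and 1654 ± 469. This list passes camera with the mean of all probesets of a gene, array weights, the replicate block and without Tg 3 or wt 1. As deposited it has adjusted p = 0.472 with an estimated correlation. Its median runs from -0.73 to -0.087 over the alternatives. The mean level of the meningeal list was -0.64 on wt 1, 0.59 on wt 2 and 0.62 on wt 3. Markers of oligodendrocytes were higher in 3 and lower in 7 genes (median -0.10, camera adjusted p = 0.629), with Mbp, myelin basic protein, at 39588 ± 2938 and 36969 ± 924 and Cnp at 13373 ± 1659 and 15621 ± 3872. The oligodendrocyte median turns positive without Tg 3, where the list passes camera in the reversed direction. It runs from -0.25 to 0.11 over the alternatives.

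Genes of cytosolic ribosomal proteins shared a small difference, with 39 of 42 lower (median -0.10, camera adjusted p = 1.85e-06). With an estimated correlation camera gave an adjusted p of 0.343. The call is lost after quantile normalization (median -0.066). Without both wt 1 and wt 2 the spread comes from the Tg arrays alone, so the call cannot be judged there. The mean level of this list was highest on wt 1 (0.116) and wt 2 (0.059). These are also the arrays with the most 18S signal and the highest Actb 3' to 5' ratios. wt 3 stood at 0.0048, and the Tg arrays at -0.059, 0.0013 and -0.123. Rps29 had 38897 ± 969 and 40895 ± 1074 and Rpl38 31203 ± 1467 and 34816 ± 1555. Of all 29 lists, camera called 5 up and 7 down, 0 with an estimated correlation, and fry, which asks whether a list's genes move one way, called 2, the striatum and the retrohippocampal cortex. fry for differences in either direction called 7: glutamate receptors (adjusted p = 1.75e-05), neurotrophins with Trk and Eph receptors, the retrohippocampal cortex, dentate gyrus, striatum, CA1 and NRF2 targets (adjusted p = 0.0318). In the lists of this part limma called 0 genes over all probesets. At an unadjusted p under 0.05 there were 5 neocortical, 2 striatal, 0 thalamic, 0 choroid plexus, 1 endothelial and mural, 2 meningeal, 0 oligodendrocyte and 10 ribosomal, Cyber-T called Dcn among the meningeal genes, and adjusted over the list alone limma called 2 striatal and 1 meningeal genes.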
